# LHX2 Enhances the Malignant Phenotype of Esophageal Squamous Cell Carcinoma by Upregulating the Expression of SERPINE2

**DOI:** 10.3390/genes13081457

**Published:** 2022-08-16

**Authors:** Xukun Li, Xueling Wu, Hongyan Chen, Zhihua Liu, Huan He, Luhua Wang

**Keywords:** ESCC, LHX2, oncogene, tumor progression, SERPINE2

## Abstract

LHX2 dysregulations have been found to present in cancers, but the function of LHX2 in esophageal squamous cell carcinoma (ESCC) remains unknown. Here, we report that *LHX2* was upregulated in ESCC tissues in comparison to the *LHX2* levels in adjacent normal tissues. Loss- and gain-of-function experiments demonstrated that the knockdown of LHX2 markedly inhibited ESCC cells’ proliferation, migration, invasion, tumor growth and metastasis, whereas the overexpression of LHX2 had the opposite effects. A mechanistic investigation revealed that LHX2 bound to the promoter of *SERPINE2* gene and transcriptionally regulated the expression of SERPINE2. Collectively, LHX2 facilitates ESCC tumor progression, and it could be a potential therapeutic target for ESCC.

## 1. Introduction

Esophageal cancer is one of the most malignant cancers. In 2020, there were an estimated 604,000 new cases and 544,000 deaths worldwide [1]. This type of cancer can be divided into two histological categories: esophageal squamous cell carcinoma (ESCC) and esophageal adenocarcinoma (EAC). The geographical incidence of esophageal cancer varies broadly, in China, appropriately 90% of esophageal cancers patients have ESCC. As ESCC does not present obvious symptoms, only 20% of ESCC patients are diagnosed in the early stage, advanced or metastatic ESCC patients accounts for more than 40% of all esophageal cancer patients and the 5-year survival rate of ESCC patients is under 30% [2]. Although omics studies have elucidated the pathogenesis of ESCC, no dominant driver genes for ESCC tumorigenesis have been identified, nor have any specific targeted drugs been approved for use in ESCC therapy. Therefore, the molecular mechanisms underlying ESCC tumorigenesis and progression should be fully elaborated so that novel and effective strategies can be developed for the diagnosis and treatment of ESCC.

LIM-homeodomain gene 2 (*LHX2*), known to be an important transcription factor, belongs to the subfamily of homeobox genes which are specifically characterized by N terminal two tandem cysteine-rich zinc finger LIM domains for protein binding (cofactors) and a C terminal one homeodomain for DNA binding [3,4]. Numerous studies have reported that LHX2 is fundamental to embryonic development; it is involved in skin, nervous system, brain, eye and gonad development and hematopoiesis [5]. During the process of embryonic development, LHX2 exhibits multifarious phase- and cell type-specific functions by controlling signal transduction, cell fate determination and cell differentiation [3,6]. In addition, LHX2 is closely related to tumorigenesis and tumor progression. For example, it was found that LHX2 promotes breast cancer oncogenesis by increasing the PDGF-B expression in breast cancer cells [7]. In osteosarcoma, it was shown that LHX2 enhances cell proliferation and metastasis by activating the mTOR pathway and suppressing autophagy [8]. However, its possible functions in ESCC remain poorly understood.

In our study, firstly, we examined the expression level of *LHX2* in ESCC tissues and adjacent normal tissues. In vitro and in vivo functional experiments demonstrated that the knockdown of LHX2 significantly inhibited ESCC cells’ proliferation, tumor growth, migration, invasion, and metastasis, while the overexpression of LHX2 exerted the opposite effects. Moreover, mechanistic exploration showed that LHX2 augmented the malignant phenotypes of ESCC cells by upregulating the expression of SERPINE2. Overall, our findings suggest that LHX2 plays an oncogenic role in ESCC progression.

## 2. Materials and Methods

### 2.1. Cell Lines and Culture

The KYSE series of human ESCC cells was generously gifted by Dr. Yutaka Shimada (Kyoto University, Japan). Mouse ESCC mEC25 cells were kindly provided by Dr. Fu Li (Shenzhen University School of Medicine, China) [9]. HEK293T cells were bought from the American Type Culture Collection (ATCC). KYSE series cells were maintained in RPMI1640 medium supplemented with 10% fetal bovine serum (FBS). mEC25, HNM007 and HEK293T cells were grown in DMEM medium with 10% FBS. Cells were cultivated at 37 °C in a 5% CO_2_ incubator and were periodically detected with mycoplasma contamination and identified via short tandem repeat (STR) analysis.

### 2.2. Plasmids, Virus Package and Infection

shRNA oligonucleotides targeting *LHX2* gene (Table 1) were constructed into a pSIH-H1 vector, coding regions of mouse *Lhx2* and human *SERPINE2* were cloned into a pLVX-IRES-NEO vector, and coding regions of human *LHX2* were inserted into a pcDNA3 vector. HEK293T cells were seeded into 10 cm culture plates at 90% confluence and co-transfected with a lentivirus packaging system (pMD2.G and psPAX2) and pSIH-H1-shLHX2, pLVX-IRES-NEO-*Lhx2* or pLVX-IRES-NEO-*SERPINE2* plasmids using Hieff Trans™ Liposomal transfection reagent (40802ES02, Yeasen Biotechnology, Shanghai, China) and Opti-MEM medium (31985070, Thermo Fisher Scientific, Waltham, MA, USA). After 48 h, virus supernatant was collected, centrifuged for 20 min at 3000 rpm in a refrigerated centrifuge, and filtered with a 0.45 μm syringe filter. The 2 × 10^5^ ESCC cells were planted into a 6-well plate and infected with lentivirus for 48 h with the addition of polybrene (10 μg/mL). Positive cells were screened with 550 μg/mL G418 or 1 μg/mL puromycin for one week.

### 2.3. Western Blotting

Cells were lysed using the appropriate volume of RIPA lysis strong buffer added with protease inhibitor on ice for 20 min, followed by ultrasonic treatment to obtain the transparent protein supernatant. A BCA protein assay kit was employed to measure the protein concentration (23225, Thermo Fisher Scientific, Waltham, MA, USA). Equivalent proteins were sequentially loaded into 10% SDS-PAGE gel, separated with electrophoresis apparatus and transferred onto a PVDF membrane. The membranes were blocked with 5% skim milk at room temperature for 2 h, incubated with primary antibodies (LHX2, abcam, ab184337; SERPINE2, Santa Cruz, sc-365650; β-actin, A5316, Sigma, Louis, MO, USA) at 4 °C overnight, washed four times with TBST for 10 min each time, incubated with secondary antibodies at room temperature for 2 h and washed with TBST again. Finally, all the membranes were detected using an enhanced chemiluminescent substrate kit (34095, Thermo Fisher Scientific) and ImageQuant LAS 4000 system (GE Healthcare, Marlborough, MA, USA).

### 2.4. RNA Isolation and Quantitative Real-Time PCR

RNA was extracted from ESCC cells, ESCC tissues and matched adjacent normal tissues with TRIzol. cDNA was obtained using the reverse transcription kit (KR116, TIANGEN, Beijing, China). SYBR Green Master Mix was utilized to execute quantitative real-time PCR (A25742, Applied Biosystems, Carlsbad, CA, USA). Comparative Ct method were used to analyze the data, and β-actin served as a control. Then, 34 paired ESCC tissues and matched adjacent normal tissues were collected from ESCC patients (who had not undergone treatment) in the Cancer Hospital, Chinese Academy of Medical Sciences. Informed consent was obtained from all the patients, and this study was approved by the Institutional Review Board of the Cancer Hospital, Chinese Academy of Medical Sciences. The primers are listed in Table 1.

### 2.5. CCK-8 Assays and Colony-Formation Ability

For the CCK-8 assays, 2 × 10^3^ (KYSE30, KYSE510, mEC25 and HNM007) cells were plated into 96-well culture plates with four repeat wells in each group. Once cells had adhered, the culture medium was removed. CCK-8 reagent (C0005, TargetMoI, Shanghai, China) and fresh serum-free medium were added into the plates at a ratio of 1:10, and the plates were incubated at 37 °C for 1 h. The absorbance was determined using a microplate reader at 450 nm for 0, 2 and 4 d; then, a cell proliferation curve was drawn depending on the absorbance value. For the colony formation assays, 2 × 10^3^ ESCC cells were inoculated into 6-well plates at a single-cell density. Fresh medium was replaced every 2 days, and the colonies were cultured continuously for 8–10 days. The cell colonies were fixed with methanol and stained using 0.5% crystal violet. After washing them with PBS, the tinctorial colony number was calculated.

### 2.6. Transwell and Wound-Healing Assays

For the Transwell assays, 5 × 10^4^ KYSE30, 1.5 × 10^5^ KYSE510, 5 × 10^4^ mEC25 and 3 × 10^4^ HNM007 cells resuspended with 100 μL serum-free medium were planted into the upper chambers of 24-well Transwell units (3422, Corning, Corning, NY, USA) pre-embedded with Matrigel for invasion assays and without Matrigel for migration assays, and complete medium (10% FBS) was added into the bottom chambers. Twenty-four hours later, the migrated and invaded cells were fixed with methanol, stained with 0.5% crystal violet and counted within four random fields. For the wound-healing assays, the cells were seeded into 6-well plates at a density of 100% confluence. The adherent cells were scratched with a 200 µL pipette tip to form a gap and washed with PBS to remove cell debris, and fresh medium was added to the plates. Wound closure was monitored, and the representative images were taken at 0, 24 and 48 h.

### 2.7. Animal Experiments

For the subcutaneous transplantation experiments, 6-week-old male and female BALB/c nude mice were subcutaneously injected with 1 × 10^6^ KYSE30 and 5 × 10^6^ KYSE510 cells, respectively. The 4 × 10^6^ mEC25 and 1 × 10^5^ HNM007 cells were subcutaneously transplanted into 6-week-old male C57BL/6J mice. After almost a week, the length and width of tumors were measured for the first time. Tumor growth was constantly monitored and measured twice a week, and tumors were harvested 3–4 weeks after the injection. All tumors were harvested and tumor images were taken at the last measurement. Tumor volumes were analyzed based on volume = (length × width^2^)/2. For the experimental metastasis analyses, 1 × 10^6^ KYSE30 cells were injected into the tail veins of 6-week-old male SCID beige mice. After 3 months, SCID beige mice were intraperitoneally injected with D-luciferin (122799, Perkin Elmer, 3.75 mg/per mouse). The fluorescence value was detected using an IVIS Lumina XRMS system (PerkinElmer, Waltham, MA, USA) and lung tissues of these mice were dissected. The 1 × 10^5^ HNM007 cells were injected into the tail veins of 6-week-old male C57BL/6J mice, lung tissues of these mice were dissected at 1 month. The lung tissues were fixed with 4% paraformaldehyde for one week, stained using picric acid and the number of metastatic nodules was counted. All animal studies were approved by the Institutional Animal Care and Use Committee of Cancer Hospital, Chinese Academy of Medical Sciences.

### 2.8. RNA-Seq and ChIP Assays

RNA-seq and ChIP assays were performed as previously described [10]. Gene Ontology was analyzed for the differentially expressed genes; the threshold was defined as FDR < 0.05. KYSE30 cells were transfected with pcDNA3 or pcDNA3-*LHX2*-Flag plasmids with Hieff Trans™ Liposomal transfection reagent and Opti-MEM medium for 60 h, followed by ChIP assays with Flag antibody (14793, CST, Danvers, MA, USA) and SimpleChIP^®^ Enzymatic Chromatin IP Kit (9003, CST) according to the standard protocol. The binding of LHX2 to the promoter of the *SERPINE2* gene was determined via qPCR. The primers that were used are listed in Table 1.

### 2.9. Statistical Analysis

The experimental data were analyzed and illustrated using GraphPad Prism 9. Two tailed independent Student’s *t* tests were performed to determine statistical significance. The Spearman correlation was utilized to assess the association between the expression of two genes. Kaplan–Meier plots were used to visualize survival curves, and the significance between two groups was compared via log-rank analysis. Data are exhibited as mean ± SD, and *p* < 0.05 was considered to be statistically significant.

## 3. Results

### 3.1. LHX2 Is Significantly Upregulated in ESCC

The Kaplan–Meier survival analysis of Pan-cancer showed that patients with high *LHX2* expression had a shorter overall survival and disease-free survival when compared with patients with low *LHX2* expression (Figure 1A). Consistent with function of LHX2 in cancers in the previous studies [8,11,12,13], we consider that LHX2 mainly performs a tumor-promoting function in cancers. To determine the role of LHX2 in ESCC, firstly, we analyzed the available TCGA (The Cancer Genome Atlas) and GEO (Gene Expression Omnibus) ESCC datasets, and we found that the mRNA levels of *LHX2* were remarkably upregulated in ESCC tissues compared with the levels in normal tissues or matched adjacent normal tissues (Figure 1B,C). Meanwhile, our unpublished RNA-seq data of 155 paired ESCC tissues and adjacent normal tissues also indicated that ESCC tissues displayed much higher *LHX2* mRNA expression than matched adjacent normal tissues (Figure 1D). In line with these findings, we collected 34 paired ESCC tissues and adjacent normal tissues and performed the qRT-PCR experiments, the results further confirmed that the *LHX2* mRNA expression was increased in ESCC tissues in contrast to the expression in adjacent normal tissues (Figure 1E). Taken together, these findings suggest that LHX2 is upregulated in ESCC tissues.

### 3.2. LHX2 Enhances the Proliferation and Tumor Growth of ESCC Cells

To verify whether LHX2 executes the oncogenic functions in ESCC progression, firstly, we built the stable LHX2-knockdown KYSE30/KYSE510 cells with high endogenous levels of LHX2 expression and LHX2-overexpressing mEC25/HNM007 cells with low basal levels of LHX2 expression. The efficiency of LHX2 knockdown and overexpression was examined via qRT-PCR and Western blotting (Supplementary Figure S1A,B). Next, we explored the effect of LHX2 on the proliferation of ESCC cells by CCK-8 and colony formation assays, and discovered that the knockdown of LHX2 noticeably attenuated the proliferation and colony formation of KYSE30 and KYSE510 cells (Figure 2A–D), while the overexpression of LHX2 significantly promoted the proliferation and colony formation of mEC25 and HNM007 cells (Figure 2E–H). These results support the concept that LHX2 increased ESCC cell proliferation in vitro. To validate these findings in vivo, we subcutaneously injected LHX2-knockdown KYSE30/KYSE510 cells, LHX2-overexpressing mEC25/HNM007 cells and their corresponding control cells into BALB/C null and C57BL/6J mice. As expected, LHX2 silencing dramatically suppressed the tumor growth of ESCC cells (Figure 2I,J, Supplementary Figure S1C), and LHX2 overexpression facilitated tumors with greater volumes and heavier weights with a higher proliferation rate (Figure 2K,L, Supplementary Figure S1D). Overall, these data strongly suggest that LHX2 accelerates ESCC cell proliferation and tumor growth.

### 3.3. LHX2 Promotes the Migration, Invasion and Metastasis of ESCC Cells

Metastasis is the leading cause of cancer-associated deaths in ESCC patients; therefore, the identification of key genes related to metastasis would aid the development of novel therapeutic methods [14]. Next, we investigated the function of LHX2 in ESCC cells’ movement using Transwell and wound-healing assays. The results showed that LHX2-knockdown KYSE30 and KYSE510 cells were much less capable of cell movement than their corresponding control cells (Figure 3A,B,E, Supplementary Figure S2A). In contrast, the overexpression of LHX2 markedly accelerated the migration, invasion and wound-healing of mEC25 and HNM007 cells (Figure 3C,D,F, Supplementary Figure S2B). These results show that LHX2 is potentially involved in ESCC metastasis. To test this assumption, we injected KYSE30 and HNM007 cells into SCID beige and C57BL/6J mice via the tail veins, and then, we observed and counted the number of micrometastases in the lung tissues of mice. Consistent with the in vitro results, LHX2 knockdown notably impaired the pulmonary metastasis in SCID beige mice, whereas LHX2 overexpression strikingly increased the number of metastatic nodules in the lung tissues of C57BL/6J mice (Figure 3G–I). Collectively, we identified that *LHX2* acts as an oncogene in ESCC, and enhances ESCC cells’ motility in vitro and metastasis in vivo.

### 3.4. LHX2 Transcriptionally Regulates the Expression of SERPINE2 in ESCC

To explain how LHX2 enhances the malignant phenotype of ESCC, we performed transcriptome profiling using LHX2-knockdown KYSE30/KYSE510 cells and their corresponding control cells, and we identified that 71 genes were upregulated and 103 genes were downregulated in both KYSE30 and KYSE510 cells after *LHX2* silencing (Figure 4A,B; Supplementary Tables S1 and S2). 

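KYSE30 and KYSE510 are established cell lines of human esophageal squamous cell carcinoma. Total RNA of cells carrying a short hairpin RNA against LHX2 (shLHX2) or a control hairpin (shNC) was sequenced in 2 libraries per group and line, 8 libraries in all. Whether both shLHX2 libraries of a line hold 1 hairpin or 1 of the 2 hairpins each is not given in the sources used here. The labels name a TruSeq kit, Trizol, the human genome hg38 and DESeq with no version, while the aligner and the way reads were counted are not given in the sources used here. For each line the authors deposited 1 table of shLHX2 over shNC with a mean normalized count, a log2 fold change with its standard error, a Wald statistic, a p and an adjusted p per gene. The authors' deposited table of KYSE30 holds 26008 genes, 15923 of them with an adjusted p, and that of KYSE510 holds 25561, 12676 of them with an adjusted p. Mean normalized counts added up to 1.8938e+07 per library in KYSE30 and 1.91987e+07 in KYSE510 in the authors' deposited tables. The lowest mean of a gene with an adjusted p was 6.90 normalized counts in KYSE30 and 34.3 in KYSE510 in the authors' deposited tables, and genes below these levels, which have a p but no adjusted p, are not counted as tested. A gene was called higher or lower at an adjusted p under 0.05 and a change of at least 1.5-fold, the limits that Tables S1 and S2 follow. These limits gave the 505 genes higher and 751 lower of KYSE30 and the 178 higher and 284 lower of KYSE510 in the authors' deposited tables, the same genes as in Tables S1 and S2. With no value per library in the tables, no standard deviation is given, and nothing states that the libraries come from separate cultures, so each p measures only the spread between these samples.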

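Knockdown cells of both lines had less mRNA of epithelial keratins (KRT23, KRT16), of the basement membrane collagen COL4A1 and of the membrane-trafficking gene LITAF, and more of RRM2, a subunit of ribonucleotide reductase. LHX2 itself (ENSG00000106689), a LIM-homeodomain transcription factor on the + strand of chromosome 9 from 124001670 to 124033301 of hg38, had a log2 fold change of -1.45 in KYSE30 in the authors' deposited table (standard error 0.34, adjusted p = 1.23e-04 from the Wald test), which is 36.6% of the shNC level. In KYSE510 the authors' deposited table gives LHX2 a mean of 8.85 normalized counts and a log2 fold change of -0.97 (standard error 1.16, p = 0.407 from the Wald test), below the level at which an adjusted p is given. Its 95% interval in KYSE510, -3.25 to 1.32, holds both no change and the KYSE30 value. Worked back from the mean and fold change, LHX2 reads were 32 and 50 in the shLHX2 and 99 and 112 in the shNC libraries of KYSE30, and 13 and 1 in the shLHX2 and 14 and 8 in the shNC libraries of KYSE510.
In KYSE30, among called genes with a mean of at least 100 normalized counts and no clone name, LINC number or pseudogene, the largest increases in the authors' deposited table were log2 fold changes of 2.84 for NANOS1, 1.81 for COL12A1, 1.75 for GCNT4, 1.66 for NPTX1 and 1.66 for RCN1, beside ALPG, FGD3 and CCDC59, which rose in both lines. Within the same limits, the largest decreases in KYSE30 in the authors' deposited table were -4.32 for SPARC, -3.73 for C3, -3.14 for RGCC, -2.81 for CEMIP, -2.76 for PTPRZ1 and -2.70 for ATP6V1C2, beside FGFBP1 and BOC, where SPARC encodes a collagen-binding matrix protein and C3 the central complement component. In KYSE510, within these limits, the authors' deposited table gives the largest increases to the phosphodiesterase gene PDE4B and others, with log2 fold changes of 1.78 for PDE4B, 1.51 for SORBS2, 1.32 for IL7R, 1.31 for MT2A, 1.26 for CCDC191, 1.18 for KITLG and 1.18 for THSD8, and to DIO2. The largest decreases of KYSE510 within them in the authors' deposited table were -2.50 for S100A7, -1.74 for WNT11, -1.65 for MYLK and -1.56 for ST3GAL1, beside FGFBP1, KRT23, LITAF and COL4A1, and the 3' UTR of ST3GAL1 holds CAACGAA, the site of guide bases 2 to 8 of shLHX2#1.
Both lines shared 71 higher and 103 lower genes, where lists drawn independently from the 12311 genes tested in both would share 4.94 and 11.2 (one-sided Fisher's exact test, p = 3.9e-65 and 3.3e-74). Among the shared genes with a mean of at least 50 normalized counts in both lines, ordered by the smaller of both changes, the largest increases had log2 fold changes in KYSE30 and KYSE510 of ALPG (1.81 and 1.61), AL365181.3 (1.42 and 2.06), AC007240.1 (2.15 and 1.28), MELTF (1.20 and 1.12) and AL590666.2 (1.06 and 1.84) in the authors' deposited tables. ANK1, MYPN, FGD3, CCDC59 and RRM2 followed, with 1.18 and 1.04 for ANK1, 1.30 and 1.03 for MYPN, 1.71 and 1.03 for FGD3, 1.59 and 1.02 for CCDC59 and 1.07 and 1.02 for RRM2 in the authors' deposited tables. AC007240.1 overlaps RRM2 on the + strand of chromosome 2. AL365181.3 and AL590666.2 lie close together on the - strand of chromosome 1, so the increases within each pair may not be independent. Within the same limit and order, shared decreases in the authors' deposited tables were led by FGFBP1 and by KRT23 (-2.52 and -1.85), LITAF (-2.53 and -1.78), PLEKHG1 (-1.81 and -1.40), COL4A1 (-1.28 and -1.51) and PSMD10 (-1.79 and -1.26). Next came RTN4RL1 (-1.76 and -1.23), KRT16 (-1.84 and -1.23) and BOC (-2.97 and -1.16) in the authors' deposited tables, with SERPINE2 among them. LITAF, PLEKHG1 and COL4A1 also hold CAACGAA in the 3' UTR, and RTN4RL1 holds not this site but GCAACGA, bases 11 to 17 of the shLHX2#1 target. A further 5 genes were called in opposite directions in the authors' deposited tables, among them, with log2 fold changes in KYSE30 and KYSE510, FOSL1 (0.74 and -0.80), RHOV (-0.60 and 0.63), IFITM1 (-1.30 and 0.70) and DIO2 (-1.60 and 1.14). Across the 8495 genes with a mean level at or above the 25th percentile in both lines, fold changes of the lines had a Spearman rho of 0.48 and a Pearson r of 0.53, across genes, which are not independent replicates. A test of the difference between the lines (z from both fold changes and standard errors, Benjamini-Hochberg) was past an adjusted p of 0.05 for 1461 of 12311 genes, 33 of them among the 174 shared genes. The paper builds on the genes changed in both lines, reduced SERPINE2 expression, its levels in ESCC tissues and LHX2 binding at its promoter (Figure 4D-I). From these it proposes that LHX2 may promote tumor growth and metastasis through transcription of SERPINE2. In its rescue experiments, restored SERPINE2 brought back part of the growth and movement of knockdown cells (Figure 5).

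**Figure D1:**
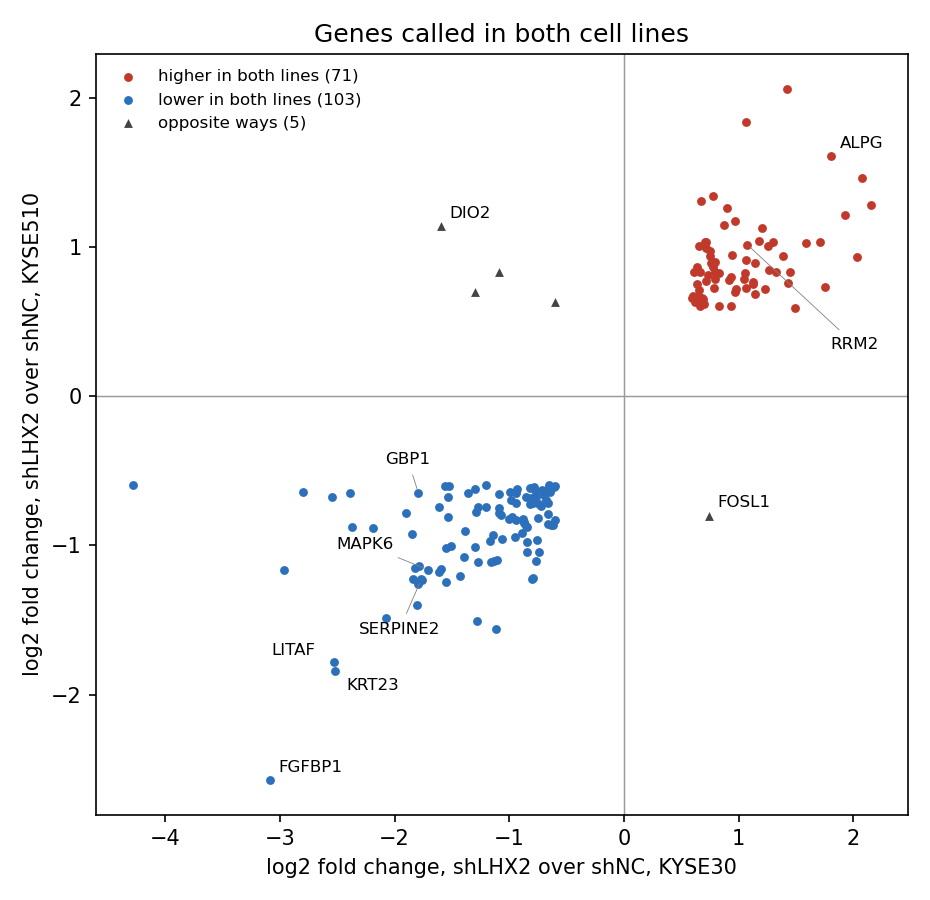
Genes called in both cell lines. Each point is 1 gene, with its log2 fold change of shLHX2 over shNC in KYSE30 on the x axis and in KYSE510 on the y axis, from the authors' deposited tables. The 71 genes higher in both lines lie at the upper right and the 103 lower in both at the lower left, and the 5 called in opposite directions are triangles.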

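Genes of squamous differentiation, of basal and stress keratinocytes, of Notch signaling and of plasminogen activation were lower in the knockdown cells of both lines. Genes of mitosis and S phase were higher in both lines. Less the median of the reference genes, both medians stayed positive in KYSE510, though the interval of mitosis began at 0.0016. In KYSE30 S phase then fell to about the level of the reference genes, and the interval of mitosis included no difference from them. This reading by line was made after the values were seen. Lists of genes for these themes were written before the data were examined, although with Tables S1 and S2 already seen. Each list was counted at an adjusted p under 0.05 from the Wald test with no fold limit, and its Wald statistics were compared with those of all other genes by the set test cameraPR of limma (correlation preset at 0.01, Benjamini-Hochberg over the lists of a line). An estimated correlation was not run, so no call here is known to hold with one. Values in parentheses after a gene are log2 fold changes in KYSE30 and KYSE510.
Of the squamous differentiation and cornified envelope genes, 11 of 19 tested members were lower and 1 higher in KYSE30 (13 and 1 adjusted over the list alone, set test adjusted p = 2.1e-05). In KYSE510, 10 of 16 were lower and none higher (12 and 1 adjusted over the list alone, set test adjusted p = 6.1e-08). The suprabasal keratin KRT13 (-1.37 and -0.22), periplakin PPL (-0.27 and -0.49), the envelope precursor SPRR3 (-1.65 and -1.10) and the membrane protein EMP1 (0.31 and -0.26) are examples from the authors' deposited tables, of which KRT13 in KYSE510 did not pass the test. SPRR3 had no adjusted p in KYSE510 and is not counted as tested there. Basal and stress keratinocyte genes followed, in that 12 of 16 tested members were lower and 1 higher in KYSE30 (13 and 2 adjusted over the list alone, set test adjusted p = 3.1e-17). In KYSE510, 12 of 17 were lower and 1 higher (13 and 1 adjusted over the list alone, set test adjusted p = 1.6e-30). The basal keratin KRT15 (-0.80 and -1.23), the squamous lineage factor TP63 (-0.89 and -0.44), the laminin chain LAMB3 (-0.85 and -0.31), the hemidesmosome collagen COL17A1 (-0.69 and -0.04) and SOX2 (-0.56 and 0.62) are examples from the authors' deposited tables, of which COL17A1 in KYSE510 did not pass the test. SOX2 fell in KYSE30 and rose in KYSE510.
Among genes of plasminogen activation and its serpins, to which SERPINE2 belongs, 7 of 13 tested members were lower and 2 higher in KYSE30 (7 and 2 adjusted over the list alone, set test adjusted p = 6.3e-04). In KYSE510, 5 of 13 were lower and none higher (5 and 0 adjusted over the list alone, set test adjusted p = 0.0052). Urokinase PLAU (-0.82 and -0.72), the protease-activated receptor F2RL1 (-1.09 and -0.26) and the endocytic receptor LRP1 (-0.46 and -0.34) are examples from the authors' deposited tables. For the Notch pathway, 6 of 14 tested members were lower and none higher in KYSE30 (7 and 0 adjusted over the list alone, set test adjusted p = 1.2e-04). In KYSE510, 6 of 12 were lower and none higher (6 and 0 adjusted over the list alone, set test adjusted p = 2.8e-05). The receptor NOTCH3 (-1.20 and -0.74), the ligand JAG1 (-0.97 and -0.81), the target gene HEY1 (-0.57 and 0.47) and NOTCH2 (0.02 and -0.37) are examples from the authors' deposited tables, of which NOTCH2 in KYSE30 and HEY1 in KYSE510 did not pass the test. JAG1 holds GCAACGA of the shLHX2#1 target in its 3' UTR, but not the site of guide bases 2 to 8. ErbB receptors and ligands also shifted, as 5 of 11 tested members were lower and 3 higher in KYSE30 (5 and 3 adjusted over the list alone, set test adjusted p = 0.037). In KYSE510, 6 of 11 were lower and none higher (9 and 0 adjusted over the list alone, set test adjusted p = 6.3e-08). The receptor ERBB3 (-0.82 and -0.56), the ligand amphiregulin AREG (-0.77 and -1.11), NRG1 (-0.40 and -0.75), EGFR (-0.21 and -0.31) and the ligand epigen EPGN (0.64 and -0.18) are examples from the authors' deposited tables, of which NRG1 in KYSE30 and EPGN in KYSE510 did not pass the test. The ErbB list in KYSE30 no longer passed the set test with the correlation preset at 0.05 (adjusted p = 0.088), with ranks of the statistic (0.21) or with only genes at a mean level of at least 100 (0.067).
Of the S phase genes, 12 of 25 tested members were higher and none lower in KYSE30 (13 and 1 adjusted over the list alone, set test adjusted p = 4.2e-04). In KYSE510, 19 of 25 were higher and none lower (22 and 0 adjusted over the list alone, set test adjusted p = 2.8e-19). Thymidylate synthase TYMS (0.23 and 0.62), the histone mRNA-binding protein SLBP (0.60 and 0.67) and the replicative helicase subunit MCM3 (0.02 and 0.49) are examples from the authors' deposited tables, of which MCM3 in KYSE30 did not pass the test. Among G2 and mitosis genes, 17 of 22 tested members were higher and none lower in KYSE30 (18 and 1 adjusted over the list alone, set test adjusted p = 2.7e-10). In KYSE510, 16 of 22 were higher and none lower (17 and 0 adjusted over the list alone, set test adjusted p = 3.3e-12). Cyclin F CCNF (1.06 and 0.73), securin PTTG1 (0.76 and 0.89), topoisomerase TOP2A (0.28 and 0.32) and the kinetochore protein CENPF (0.34 and 0.16) are examples from the authors' deposited tables. Reference genes had a median log2 fold change of 0.15 in KYSE30 and 0.09 in KYSE510, and less this median the S phase median in KYSE30 turned from 0.14 to -0.02 and the mitosis median in KYSE30 fell from 0.28 to 0.13 (95% bootstrap interval -0.03 to 0.32).
In the mesenchymal and EMT list, 4 of 17 tested members were higher and 3 lower in KYSE30 (4 and 3 adjusted over the list alone, set test adjusted p = 0.83). In KYSE510, 3 of 16 were higher and 2 lower (3 and 3 adjusted over the list alone, set test adjusted p = 0.15). The fibrillar collagen COL5A2 (0.93 and 0.80), the receptor kinase AXL (0.65 and 0.67) and fibronectin FN1 (0.29 and -0.46) are, beside SPARC, examples from the authors' deposited tables. This list had a median of -0.14 and a mean of 0.03 in KYSE510 and a median of 0.03 and a mean of -0.24 in KYSE30, and passed the set test in neither line. Matrix metalloproteinases and integrins split, in that 5 of 14 tested members were lower and 4 higher in KYSE30 (6 and 4 adjusted over the list alone, set test adjusted p = 0.53). In KYSE510, 5 of 13 were lower and 1 higher (5 and 3 adjusted over the list alone, set test adjusted p = 0.11). The hyaluronan receptor CD44 (-0.55 and -0.43), the integrin ITGA3 (0.30 and 0.06), the metalloproteinase inhibitor TIMP3 (0.67 and -0.45) and the gelatinase MMP2 (-0.73 and -0.31) are examples from the authors' deposited tables, of which ITGA3 and MMP2 in KYSE510 did not pass the test. Of the basement membrane collagens and laminins, 3 of 11 tested members were higher and 3 lower in KYSE30 (3 and 3 adjusted over the list alone, set test adjusted p = 0.74). In KYSE510, 4 of 13 were lower and 2 higher (4 and 2 adjusted over the list alone, set test adjusted p = 0.034). Perlecan HSPG2 (0.52 and 0.02), the laminin chain LAMC1 (-0.32 and -0.36) and COL4A2 (0.36 and 0.45) are examples from the authors' deposited tables, of which HSPG2 in KYSE510 did not pass the test. In KYSE510 this list no longer passed with the correlation at 0.05, with ranks or with only genes at a mean level of at least 100 (adjusted p = 0.053 for the last).
Among ERK pathway feedback and early response genes, 6 of 16 tested members were higher and 5 lower in KYSE30 (6 and 5 adjusted over the list alone, set test adjusted p = 0.83). In KYSE510, 7 of 16 were lower and 1 higher (7 and 1 adjusted over the list alone, set test adjusted p = 0.0067). The ephrin receptor EPHA2 (0.48 and -0.18), the transcription factor ETV5 (-1.03 and -0.58), EPHA4 (0.86 and 0.21) and the feedback inhibitor SPRY1 (-1.19 and 0.41) are examples from the authors' deposited tables, of which EPHA4 and SPRY1 in KYSE510 did not pass the test. Of the Wnt and beta-catenin targets, 3 of 11 tested members were lower and 2 higher in KYSE30 (4 and 2 adjusted over the list alone, set test adjusted p = 0.53). In KYSE510, 2 of 7 were higher and none lower (2 and 0 adjusted over the list alone, set test adjusted p = 0.0067). Cyclin D1 CCND1 (0.22 and 0.36), the Wnt receptor antagonist RNF43 (-1.20 and 0.02), MYC (0.32 and 0.11) and the secreted Wnt antagonist DKK1 (-0.31 and 0.20) are examples from the authors' deposited tables, of which RNF43 and DKK1 in KYSE510 did not pass the test. Less the reference median, the Wnt median in KYSE510 fell from 0.11 to 0.02. With ranks, the ERK and Wnt lists in KYSE510 no longer passed.
Among the 103 genes lower in both lines, the lists held more members than the share of all genes tested in both would give for squamous differentiation (FLG, GRHL3, KLK5 and KRT4, adjusted p = 2.2e-04 from Fisher's exact test), basal and stress keratinocytes (KRT15, KRT16 and KRT6A, adjusted p = 0.0037) and ErbB ligands (AREG and HBEGF, adjusted p = 0.023). The Notch pathway (JAG1 and NOTCH3) and plasminogen activation (PLAU and SERPINE2) each had an adjusted p of 0.024 by the same test. Among the 71 higher genes, S phase (RRM2 and SLBP, adjusted p = 0.032), G2 and mitosis (CCNF and PTTG1, adjusted p = 0.027) and EMT (AXL and COL5A2, adjusted p = 0.020) did so by the same test. DUSP5, whose 3' UTR holds TGCAACG of the shLHX2#1 target but not the site of guide bases 2 to 8, was the 1 ERK gene lower in both lines (adjusted p = 0.39), and COL4A1 the 1 basement membrane gene (adjusted p = 0.27), by the same test. FLG, GRHL3, KLK5, KRT4, KRT6A, HBEGF and DUSP5 were named after their values were seen. Tables S1 and S2, which hold all the shared genes, had been seen when the lists were written. These Fisher p values are therefore no independent support for the lists.

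**Figure D2:**
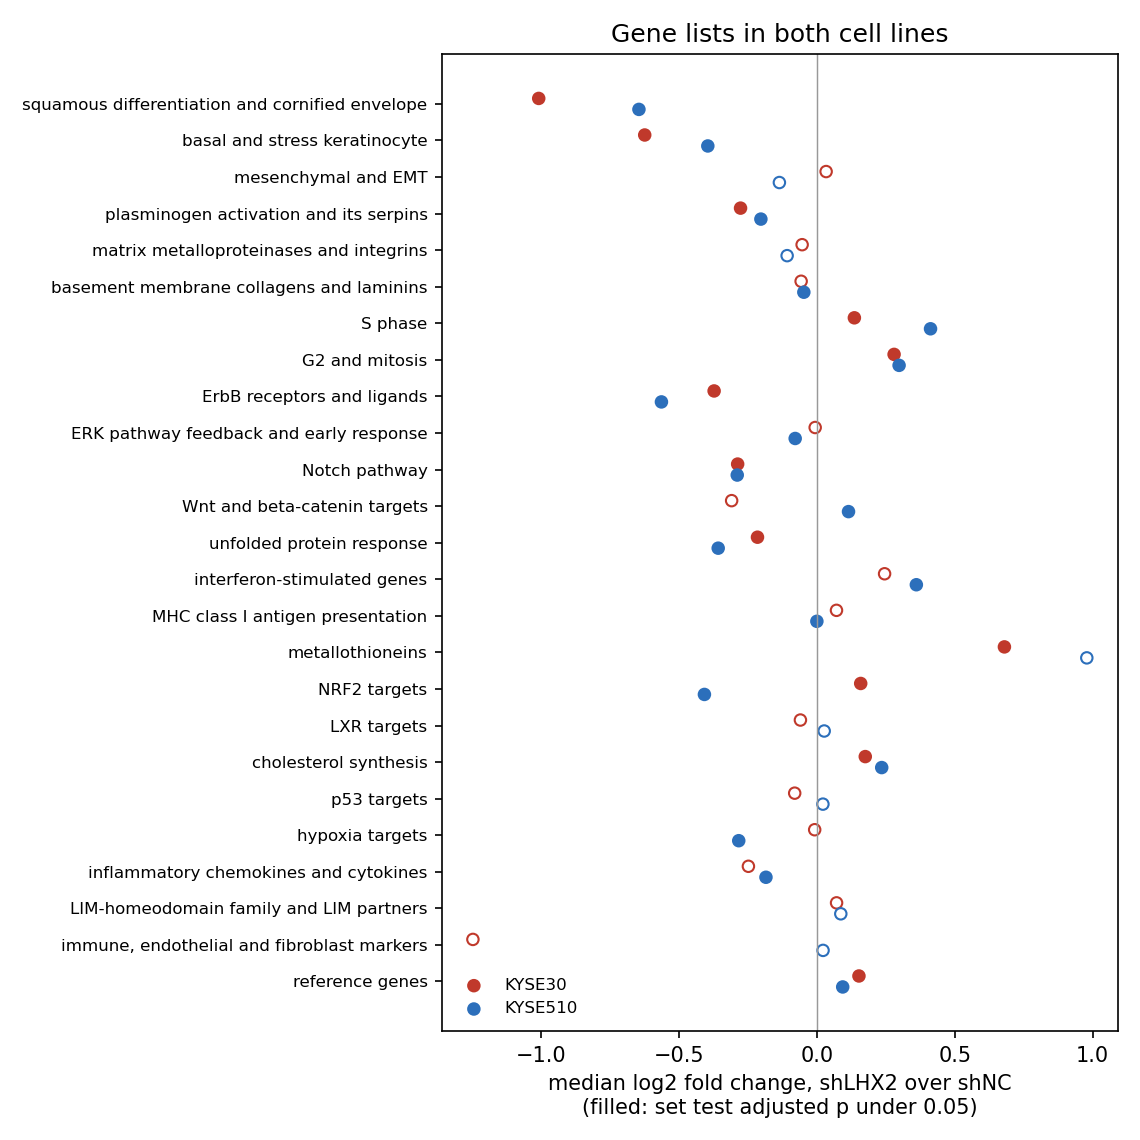
Median log2 fold change of shLHX2 over shNC (x axis) of the tested members of each list (y axis) in KYSE30 and KYSE510. Filled points passed the set test at an adjusted p under 0.05 and open points did not or were not tested; squamous differentiation lies lowest among the lists that passed in both lines, and less the reference median the KYSE30 points of S phase, NRF2 targets and cholesterol synthesis and the KYSE510 point of Wnt targets would lie near 0.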

In the Gene Ontology (GO) analysis, it was shown that the 174 differentially expressed genes were significantly enriched in the regulation of signaling, the regulation of cell differentiation, the response to wounding, cell proliferation, cell migration and cell motility (Figure 4C). In terms of the reinforced effect of LHX2 on the proliferation and motility of ESCC cells, genes located in the GO terms of cell development, cell proliferation and cell motility were chosen for the following research. In addition, we next performed the RT-qPCR analysis to validate the changes in gene expression in KYSE30 and KYSE510 cells after the reduction in *LHX2*. 

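FGFBP1, which encodes a secreted carrier of fibroblast growth factors, had the largest decrease in both lines among the shared genes, taken by the smaller of its 2 changes. MAPK6, the gene of the atypical kinase ERK3, and GBP1, an interferon-induced GTPase gene, were lower as well. FGFBP1 (ENSG00000137440, chromosome 4 of hg38 from 15935569 to 15938740) had a log2 fold change of -3.09 in KYSE30 (standard error 0.08, adjusted p listed as 0) and -2.57 in KYSE510 (standard error 0.19, adjusted p = 4.1e-38 from the Wald test) in the authors' deposited tables. These are 11.8% and 16.8% of the shNC level in the authors' deposited tables. Its 3' UTR, in exon 3 of 3, holds bases 10 to 18 of the shLHX2#1 target at 15935808 to 15935816 and bases 10 to 18 again at 15935626 to 15935634. The former also matches base 19, the last of the target, and the latter does not. MAPK6 (ENSG00000069956, chromosome 15 from 51952106 to 52067372) had log2 fold changes of -1.71 (standard error 0.07, adjusted p = 8.1e-120 from the Wald test) in KYSE30 and -1.16 (standard error 0.06, adjusted p = 1.3e-70) in KYSE510 in the authors' deposited tables, which left 30.6% and 44.7% of the shNC level. In exon 6 of 6, its 3' UTR holds the 7-mer TGCAACG of the same target at 52065227 to 52065233, but not CAACGAA, the site of guide bases 2 to 8. TGCAACG, a window chosen after the result was seen, was in 15 of the 103 genes lower in both lines against 173 of 11170 others. GBP1 (ENSG00000117228, chromosome 1 from 89052319 to 89065360) had log2 fold changes of -1.79 (standard error 0.26, adjusted p = 1.5e-10 from the Wald test) in KYSE30 and -0.65 (standard error 0.14, adjusted p = 3.8e-05) in KYSE510 in the authors' deposited tables, and no such 7-mer in its 3' UTR. Between the lines, MAPK6 differed (adjusted p = 8.7e-07 from the z test of the difference), as did GBP1 (adjusted p = 0.0020), and FGFBP1 did not pass that test (adjusted p = 0.094). Whole reads worked back for KYSE30, each the 1 solution found, were 336 and 321 for FGFBP1 in the shLHX2 libraries against 2596 and 2629 in the shNC libraries, 636 and 564 against 1891 and 1784 for MAPK6, and 48 and 44 against 157 and 142 for GBP1. In KYSE510 no reads are given, since the search found 18 solutions for FGFBP1, 347028 for MAPK6 and 580 for GBP1.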

The results demonstrated that the inhibition of *LHX2* obviously reduced the expressions of genes in the above three GO terms in both KYSE30 and KYSE510 cells, such as *MAPK6*, *SERPINE2*, *FGFBP1* and *GBP1* (Figure 4D,E). Meanwhile, we found that *SERPINE2* was significantly increased in ESCC tissues compared with adjacent normal tissues by analyzing the GEO datasets (Figure 4F), and Pearson correlation analysis showed that *SERPINE2* expression was positively correlated with *LHX2* expression in ESCC tissues (Figure 4G). Moreover, Western blotting confirmed that the knockdown of LHX2 obviously diminished the expression of SERPINE2 in KYSE30 and KYSE510 cells (Figure 4H). Given the possibility of a transcriptional regulatory relationship between *LHX2* and *SERPINE2*, so we selected *SERPINE2* gene as the candidate downstream target of *LHX2* transcriptional regulation. 

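SERPINE2, which encodes the protease inhibitor protease nexin-1, was lower in the knockdown cells of both lines. The gene (ENSG00000135919) lies on the - strand of chromosome 2 from 223975112 to 224039319 of hg38. Its log2 fold change was -1.77 in KYSE30 in the authors' deposited table (standard error 0.16, adjusted p = 2.9e-25 from the Wald test), or 29.4% of the shNC level with a 95% interval of 23.5% to 36.7%. In KYSE510 the authors' deposited table gives -1.23 (standard error 0.11, adjusted p = 1.7e-28 from the Wald test), or 42.7% of the shNC level with a 95% interval of 37.0% to 49.3%. The decrease was larger in KYSE30 than in KYSE510 (adjusted p = 0.049 from the z test of the difference). Whole reads of SERPINE2 worked back for KYSE30 were 135 and 124 in the shLHX2 libraries and 391 and 434 in the shNC libraries. Its 3' UTR, in exon 9 of 9, holds the 7-mer GCAACGA of bases 11 to 17 of the shLHX2#1 target at 223975834 to 223975840, in the sequence ACCATGCAAAGCAACGACTACTTTGCT, but not CAACGAA, the site of guide bases 2 to 8. GCAACGA was in 20 of the 103 genes lower in both lines (19.4%) against 125 of 11170 others (1.12%). Of the 7-mers found in at least 20 genes it had the smallest p. This window was chosen after the result was seen.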

To ascertain whether LHX2 directly modulates the expression of SERPINE2, we transfected pcDNA3-*LHX2*-Flag plasmids into KYSE30 cells and performed the ChIP-qPCR assays using Flag antibody. The results revealed that LHX2 directly bound to the promoter region of the *SERPINE2* gene and transcriptionally regulated the expression of SERPINE2 (Figure 4I, Supplementary Figure S3A). Taken together, these findings suggest that LHX2 may enhance tumor growth and metastasis by transcriptionally upregulating the SERPINE2 expression in ESCC.

### 3.5. LHX2 Augments the Malignant Phenotype of ESCC by Upregulating SERPINE2

To further assess whether SERPINE2 exerts an essential effect on LHX2-induced cell proliferation and movement, we restored the expression of SERPINE2 in KYSE30 and KYSE510 cells with LHX2 knockdown, and the efficiency of LHX2 and SERPINE2 expression was evaluated via Western blotting and RT-qPCR (Figure 5A, Supplementary Figure S3B). Functional recovery experiments showed that the exogenous overexpression of SERPINE2 appreciably regained cell proliferation weakened by LHX2 knockdown in KYSE30 and KYSE510 cells via the CCK-8 and colony-formation assays (Figure 5B,C). Similarly, Transwell and wound-healing assays also displayed that the attenuated migration, invasion and wound-healing induced by LHX2 inhibition can be rescued to an extent through increasing the expression of SERPINE2 (Figure 5D,E, Supplementary Figure S3C). These results indicate that LHX2 promotes the malignant phenotype of ESCC at least partially by increasing the expression of SERPINE2. Taking these results together, it can be determined that SERPINE2 is a key functional target of LHX2-promoting cell proliferation and motility.

## 4. Discussion

As ESCC progresses, the abnormally accelerated proliferation of esophageal epithelial cells in the early stage is morphologically followed by basal cell hyperplasia, dysplasia and carcinoma in situ [15]. The available evidence shows that ESCC tumorigenesis and progression can mainly be attributed to inordinate cell proliferation, differentiation and cell death, and squamous differentiation is the crucial pathogenic mechanism that enables ESCC heterogeneity and malignant progression. Multiple-omics high-throughput sequencing has been used to identify several driver genes in ESCC, for example, mutations, deletions and amplifications of *TP53*, *ZNF750*, *NOTCH1*, *NFE2L2*, *TP63* and *SOX2* genes have frequently been identified in ESCC specimens, constituting the most common genomic features of ESCC [16,17]. However, these genes have not yet been developed into effective targets for ESCC treatment; more basic research is still necessary to obtain driver genes for targeted therapy toward ESCC.

As a homeobox gene, *LHX2* is a vital developmental regulator for growth and differentiation [18,19,20,21]. Many studies have revealed that aberrant proliferation and differentiation caused by the gain and loss of homeobox genes motivates tumorigenesis and tumor progression. Time- and tissue-specific expression patterns of homeobox genes maintain a balance between proliferation and differentiation in normal tissues. Nevertheless, disruptions to these gene expression patterns facilitate the development of malignantly transformed phenotypes [22,23,24]. LHX2 dysregulations have been detected in several cancers; the DNA methylation of *LHX2* provided the potential value by serving as a novel biomarker in cervical cancer radiotherapy [13], but the role of LHX2 in ESCC remains ambiguous. In our study, we found that the level of *LHX2* was increased considerably in ESCC tissues compared with adjacent normal tissues, and it was shown that LHX2 overexpression promoted tumor growth and metastasis, whereas LHX2 knockdown lessened the growth and metastasis of ESCC. Similar to our results, it was previously shown that LHX2 silencing weakened the migration and invasion of non-small cell lung cancer (NSCLC) [25], and LHX2 overexpression promoted cell proliferation by activating β-catenin/TCF signaling in pancreatic ductal adenocarcinoma [12]. Inversely, as a tumor suppressor, LHX2 inhibits tumor development by blocking the MAPK/ERK and Wnt/beta-catenin signaling in adult and pediatric liver cancers [26]. Additionally, LHX2 has also been recognized as a novel potential biomarker of lung carcinoids with invasive characteristics [27]. Combined with our findings, these results remind that LHX2 could be useful as a possible target for ESCC therapies. Regrettably, due to lack of developed inhibitors of LHX2, we failed to perform the therapeutic experimental studies to validate whether LHX2 has the potential valuable in ESCC treatment.

The mechanistic study showed that LHX2 bound to the promoter region of *SERPINE2* and directly transcriptionally regulated SERPINE2. Meanwhile, the functional recovery experiment proved that SERPINE2 is the key functional target of LHX2 in the promotion of ESCC malignancies, and *SERPINE2* expression was positively associated with *LHX2* expression in ESCC tissues. SERPINE2, a serine or cysteine proteinase inhibitor, is widely implicated in tumorigenesis and tumor progression [28]. *SERPINE2*, which was activated by oncogenic *Ras*, *BRAF* and *MEK1*, led to the ERK pathway playing a pro-neoplastic role in intestinal epithelial cells [29]. The mouse model of breast tumor heterogeneity demonstrated that SERPINE2 provokes tumor cells to form vascular networks that mimic blood vessels to facilitate tumor cells penetration and metastasis, indicating that *SERPINE2* is a dominant driver of metastatic progression [30]. Simultaneously, high SERPINE2 expression was an independent poor prognostic factor in oral squamous cell carcinoma (OSCC), lung adenocarcinoma, urothelial carcinoma and endometrial cancer [31,32,33,34], and SERPINE2 was identified as a promising therapeutic target in melanoma metastasis and in the radio-resistance of lung cancer. SERPINE2 promotes radio resistance by mediating the interaction of MRE11 with ATM to induce ATM phosphorylation in homologous recombination (HR)-mediated double strand break (DSB) repair [28,35]. In addition, as a secretory protein, the increased serum concentration of SERPINE2 was considered to be an additional marker for the differentiation of malignancies [36]. A previous study reported that SERPINE2 boosts ESCC metastasis by activating BMP4 [37]. As a transcription factor, LHX2 may transcriptionally regulate the expression of a group of tumor-related genes, SERPINE2 did not completely rescue the phenotype induced by LHX2 knockdown in ESCC, we speculate that there may be other gene mediating the roles of LHX2 in the malignant phenotypes. However, how SERPINE2 mediates LHX2-promoting tumor growth and the metastasis of ESCC still remains unclear, and our study failed to clarify the clinical significance of LHX2 and SERPINE2 in ESCC. In the future, more mechanistic research and clinical studies will be needed to fully elucidate the effect of LHX2 and SERPINE2 on the pathogenesis of ESCC.

## 5. Conclusions

In summary, LHX2 is significantly upregulated in ESCC tissues and promotes ESCC tumor growth and metastasis by augmenting the expression of SERPINE2. Our study demonstrates that LHX2 acts as a tumor-promoting role in ESCC progression and provides a new potential target against ESCC.

## Figures and Tables

**Figure 1:**
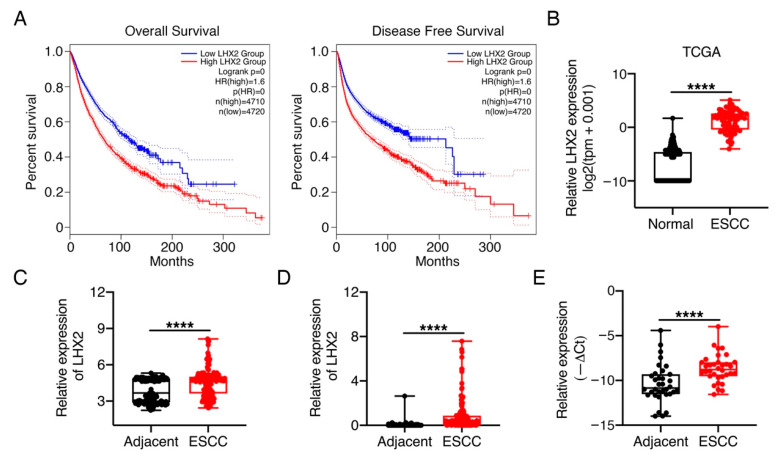
LHX2 is significantly upregulated in ESCC. (**A**) Kaplan–Meier analysis of overall survival and disease-free survival rates of Pan-cancer patients in TCGA dataset, patients were divided into two groups based on the median of *LHX2* expression (GEPIA 2). (**B**) The mRNA levels of *LHX2* were compared between the normal esophagus tissues (*n* = 273) and ESCC tissues (*n* = 75) by analyzing TCGA dataset. (**C**) The *LHX2* mRNA levels were evaluated in ESCC tissues and matched adjacent normal tissues by analyzing GEO datasets (GSE20347, GSE23400 and GSE44021, *n* = 183). (**D**) The *LHX2* mRNA levels were examined in 155 paired ESCC tissues and their matched adjacent tissues by RNA-seq. (**E**) The mRNA levels of *LHX2* were detected in 34 paired ESCC tissues and matched adjacent normal tissues via qRT-PCR. Data are presented as the mean ± SD, two-tailed *t*-tests, **** *p* < 0.0001.

**Figure 2:**
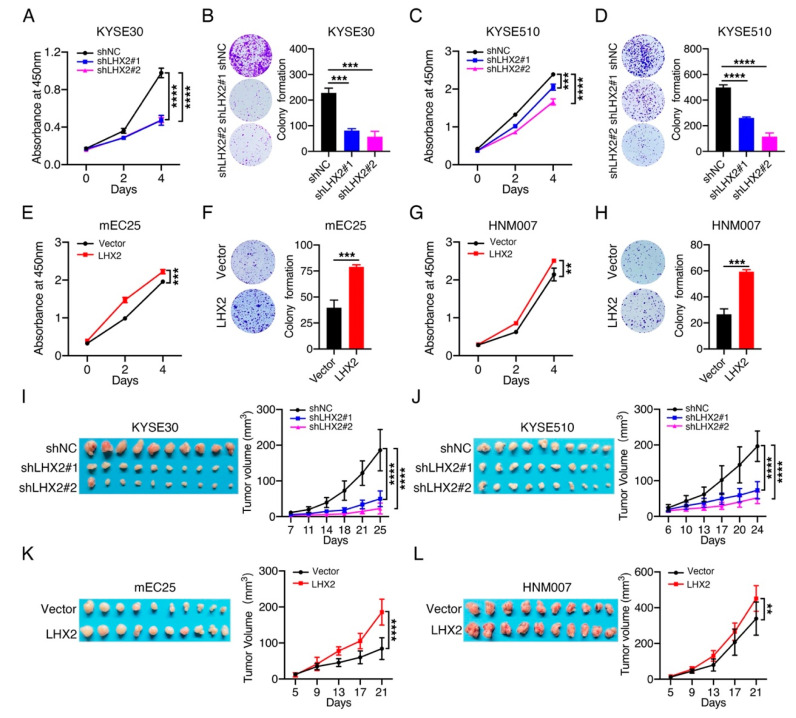
LHX2 promotes ESCC cell proliferation and tumor growth. (**A**,**C**,**E**,**G**) ESCC cell proliferation was determined using CCK-8 assays after the knockdown of LHX2 in KYSE30 and KYSE510 cells, and ectopic overexpression of LHX2 in mEC25 and HNM007 cells. (**B**,**D**,**F**,**H**) ESCC cell proliferation was analyzed using colony formation assays after the knockdown of LHX2 in KYSE30 and KYSE510 cells, and ectopic overexpression of LHX2 in mEC25 and HNM007 cells. Representative images of cell colonies (**left**) and the number of cell colonies (**right**) are presented. (**I**–**L**) LHX2-knockdown KYSE30/KYSE510 cells, LHX2-overexpressing mEC25/HNM007 cells and their corresponding control cells were subcutaneously planted into BALB/C null and C57BL/6J mice, respectively. Tumor growth was measured twice a week, tumors were harvested 3–4 weeks after the injection and tumor images were taken at the last measurement. Representative tumor images (**left**) and tumor growth curves (**right**) are shown (*n* = 10). Data are presented as the mean ± SD, two-tailed *t*-tests, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 3:**
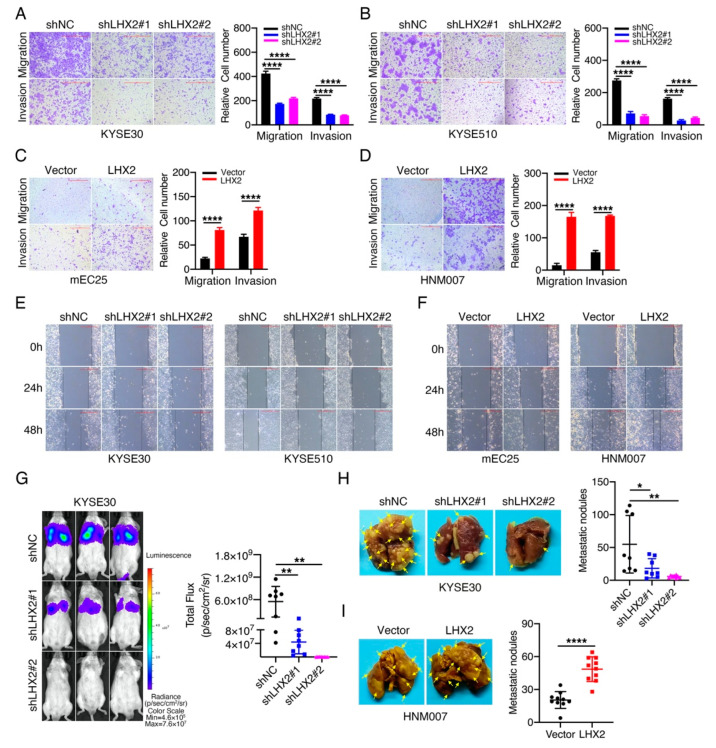
LHX2 facilitates ESCC cell migration, invasion and metastasis. (**A**–**D**) The ability of cell migration and invasion was determined using Transwell assays after the knockdown of LHX2 in KYSE30 and KYSE510 cells, and ectopic overexpression of LHX2 in mEC25 and HNM007 cells. Representative images (**left**) and the number of migrated and invaded cells (**right**) are shown. Scale bars = 500 μm. (**E**,**F**) The adherent cells were scratched with a pipette tip to form a gap. The wound closure was monitored at 0, 24 and 48 h. Representative images of wound-healing assays with LHX2-knockdown KYSE30/KYSE510 cells, LHX2-overexpressing mEC25/HNM007 cells and their corresponding control cells. Scale bars = 500 μm. (**G**) LHX2-knockdown of luciferase-labeled KYSE30 and their corresponding control cells were injected into SCID beige mice via tail vein. Mice was intraperitoneally injected with D-luciferin at 3 months and the fluorescence value was analyzed. Representative images of luciferase-labeled KYSE30 cells metastasized into lung tissues (**left**) and quantitative statistics of fluorescence value (**right**) are presented (*n* = 8). (**H**) LHX2-knockdown KYSE30 cells and their corresponding control cells were injected into SCID beige mice via the tail veins. Lung tissues of mice were dissected at 3 months and the number of metastatic nodules in the lung tissues were counted. Representative images (**Left**) and statistical results of metastatic nodules (**Right**) are shown (*n* = 8), and the yellow arrows point to the metastatic nodules. (**I**) LHX2-overexpressing HNM007 cells and their corresponding control cells were injected into C57BL/6J mice via the tail veins. Lung tissues of mice were dissected at 1 month and the number of metastatic nodules in the lung tissues were counted. Representative images (**left**) and statistical results of metastatic nodules (**right**) are shown (*n* = 10), and the yellow arrows point to the metastatic nodules. Data are presented as the mean ± SD, two-tailed *t*-tests, * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Figure 4:**
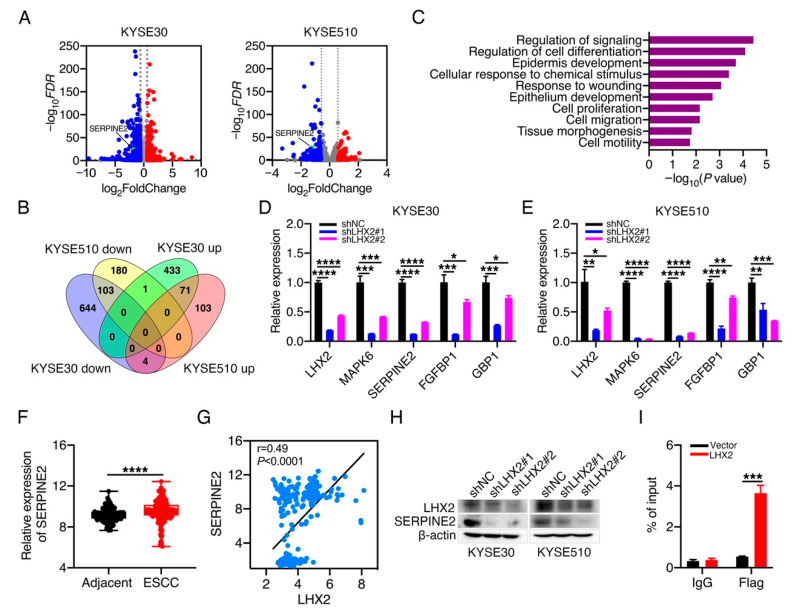
LHX2 transcriptionally regulates the expression of SERPINE2. (**A**,**B**) Volcano heatmap and Venn diagram showing the differentially expressed genes regulated by *LHX2* in KYSE30 and KYSE510 cells. (**C**) Gene Ontology analysis of 174 differentially expressed genes regulated by *LHX2* in both KYSE30 and KYSE510 cells; the length of bars shows significance. (**D**,**E**) qRT-PCR analyses were performed to detect the expression of *MAPK6*, *SERPINE2*, *FGFBP1* and *GBP1* in KYSE30 and KYSE510 cells after the knockdown of *LHX2*. (**F**,**G**) The mRNA levels of *SERPINE2* were analyzed in GEO dataset, and the Pearson correlation was carried out to determine the correlation between the *LHX2* expression and the *SERPINE2* expression in ESCC tissues (GSE20347, GSE23400 and GSE44021, *n* = 183). (**H**) Western blotting was used to detect the SERPINE2 expression in LHX2-knockdown KYSE30 and KYSE510 cells. (**I**) KYSE30 cells were transfected with pcDNA3-*LHX2*-Flag plasmids with transfection reagent for 60 h. Then ChIP assays were performed with Flag antibody and qPCR was applied to detect the binding of LHX2 at the promoter region of *SERPINE2* gene. Data are presented as the mean ± SD, two-tailed *t*-tests, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 5:**
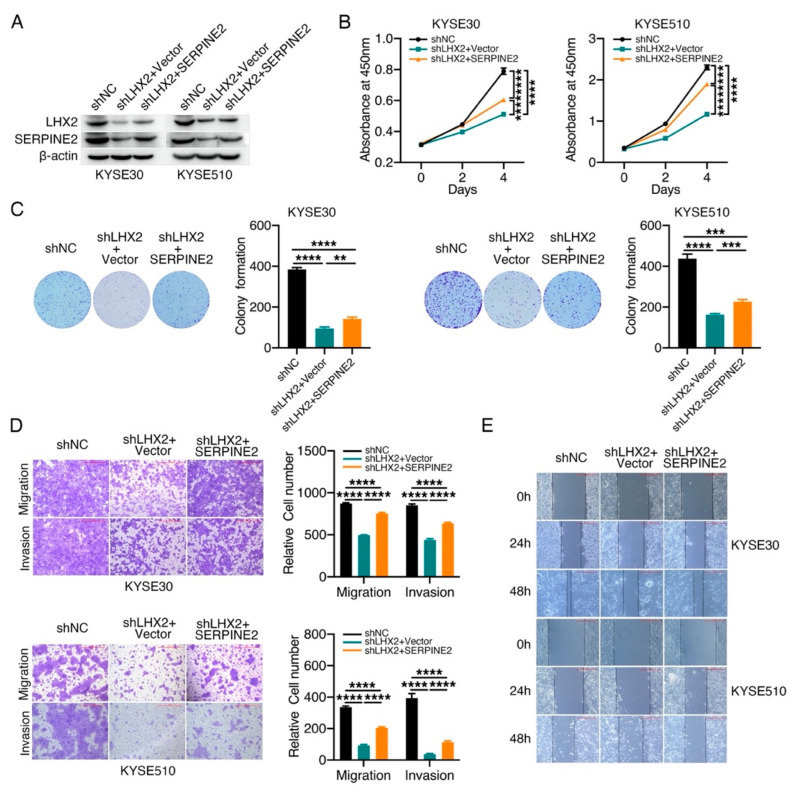
SERPINE2 is a functional target of LHX2. (**A**) The expression of SERPINE2 was detected via Western blotting in LHX2-knockdown KYSE30 and KYSE510 cells. The expression of SERPINE2 was restored by exogenous overexpression in LHX2-knockdown KYSE30 and KYSE510 cells. Then, (**B**) CCK-8, (**C**) colony formation, (**D**) Transwell and (**E**) wound-healing assays were performed to investigate the effect of exogenous overexpression of SERPINE2 on functional recovery in LHX2-knockdown KYSE30 and KYSE510 cells. Data are presented as the mean ± SD, two-tailed *t*-tests, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Table 1:** Primers used in this study.

Sequence	Used for
h*LHX2*-F, 5′-ACGCCAAGGACTTGAAGCAGCT-3′	qRT-PCR
h*LHX2*-R, 5′-TTTCCTGCCGTAAGAGGTTGCG-3′	qRT-PCR
h*β-actin*-F, 5′-AGGCACCAGGGCGTGAT-3′	qRT-PCR
h*β-actin*-R, 5′GCCCACATAGGAATCCTTCTGAC-3′	qRT-PCR
m*Lhx2*-F, 5′-GTCATCGACGAGATGGACCG-3′	qRT-PCR
m*Lhx2*-R, 5′-TGAAGCAGGTGAGTTCCGAC-3′	qRT-PCR
m*β-actin*-F, 5′-CATTGCTGACAGGATGCAGAAGG-3′	qRT-PCR
m*β-actin*-R, 5′-TGCTGGAAGGTGGACAGTGAGG-3′	qRT-PCR
h*SERPINE2*-F, 5′-AAGAAACGCACTTTCGTGGC-3′	qRT-PCR
h*SERPINE2*-R, 5′-GTGTGGGATGATGGCAGACA-3′	qRT-PCR
h*FGFBP1*-F, 5′-CAGGAGGAGGGCATCTCTCT-3′	qRT-PCR
h*FGFBP1*-R, 5′-TCCGGGCAACTTGTTTCCAA-3′	qRT-PCR
h*GBP1*-F, 5′-TAGCAGACTTCTGTTCCTACATCT-3′	qRT-PCR
h*GBP1*-R, 5′-CCACTGCTGATGGCATTGACGT-3′	qRT-PCR
h*MAPK6*-F, 5′-AGCTTGGGGAGAGAGGACAT-3′	qRT-PCR
h*MAPK6*-R, 5′-GTGGGATGCCTATGGACTCG-3′	qRT-PCR
*SERPINE2*-F, 5′-CATTTCTTAACAACTGCATGCCA-3′	ChIP-qPCR
*SERPINE2*-R, 5′-TCCCTGCATCCATTTCTGTCT-3′	ChIP-qPCR
5′-GCGCTAAGCTGCAACGAAA-3′	sh*LHX2*#1
5′-GCCAGAAGACCAAGCGCAT-3′	sh*LHX2*#2

## Data Availability

Transcriptome profiles of this study have been uploaded to GEO (GSE209942).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13081457/s1, Figure S1: Knockdown of LHX2 inhibits ESCC tumor growth; Figure S2: Knockdown of LHX2 inhibits the wound-healing of ESCC cells; Figure S3: LHX2 transcriptionally regulates the expression of SERPINE2; Table S1: Transcriptomes Analysis of *LHX2* knockdown in KYSE30 cells; Table S2: Transcriptomes Analysis of *LHX2* knockdown in KYSE510 cells.

# Supplementary material for: LHX2 Enhances the Malignant Phenotype of Esophageal Squamous Cell Carcinoma by Upregulating the Expression of SERPINE2
**Source:** Genes (Basel). 2022 Aug 16;13(8):1457. doi: 10.3390/genes13081457
**Supplement:** Supplementary file 1

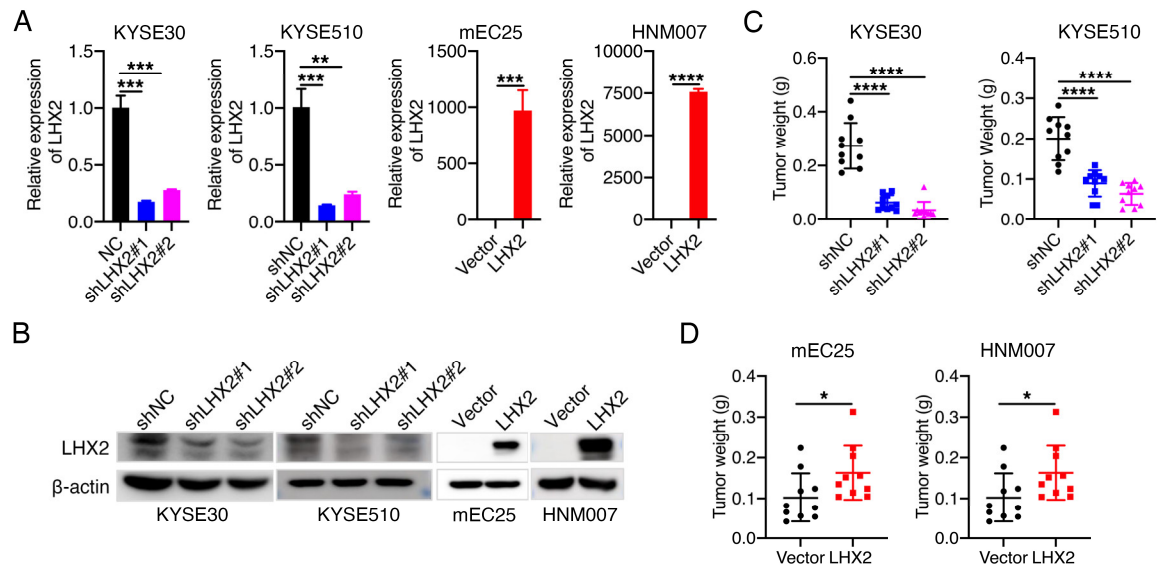

Figure S1. Knockdown of LHX2 inhibits ESCC tumor growth. The efficiency of LHX2 knockdown in KYSE30/KYSE510 cells, and LHX2 overexpression in mEC25/HNM007 cells was detected by qRT-PCR (A) and western blotting (B). Tumor weight of mice subcutaneously injected with LHX2-knockdown KYSE30/KYSE510 cells (C), LHX2-overexpressing mEC25/HNM007 cells (D) and control cells ($n = 10$). Data are presented as the mean $\pm$ SD, two-tailed t-tests, $**P < 0.01$, $***P < 0.001$, $****P < 0.0001$.

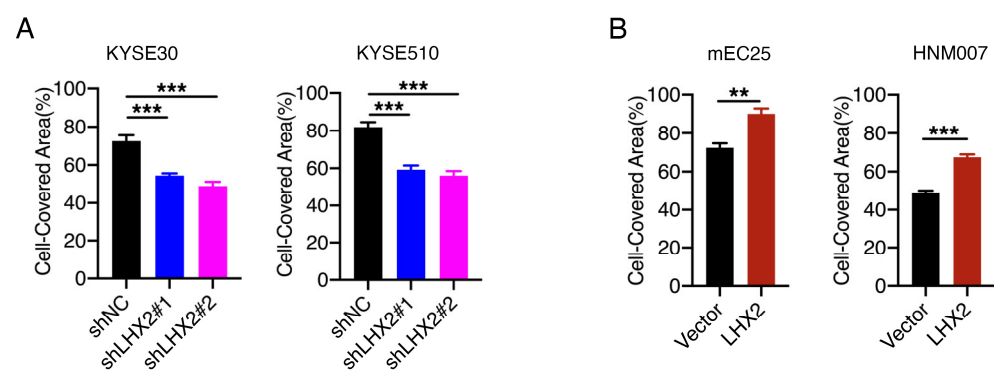

Figure S2. Knockdown of LHX2 inhibits the wound-healing of ESCC cells. The quantification of wound-healing assays of LHX2-knockdown KYSE30/KYSE510 cells (**A**), LHX2-overexpressing mEC25/HNM007 cells (**B**) and their corresponding control cells. ** $P < 0.01$, *** $P < 0.001$.

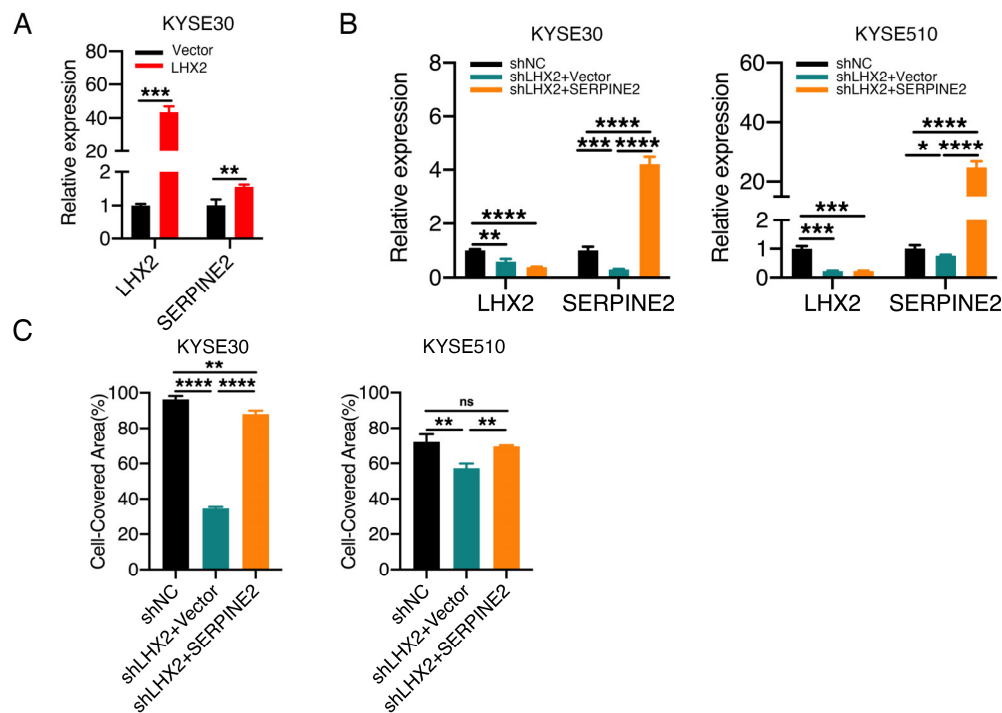

Figure S3. LHX2 transcriptionally regulates the expression of SERPINE2. (A) The efficiency of LHX2 and SERPINE2 was detected by qRT-PCR in KYSE30 cells transfected with pcDNA3-LHX2-Flag plasmids. (B) The expression of SERPINE2 was detected by qRT-PCR in LHX2-knockdown KYSE30/KYSE510 cells. (C) The quantification of wound-healing assays of exogenous overexpression of SERPINE2 on functional recovery in LHX2-knockdown KYSE30/KYSE510 cells and their control cells. Data are presented as the mean $\pm$ SD, two-tailed t-tests, $*P < 0.05$, $**P < 0.01$, $***P < 0.001$, $****P < 0.0001$. ns means no significance.

How the deposited data were processed for this re-analysis (not part of the article)

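RNA-seq of KYSE30 and KYSE510 cells compared shLHX2 with shNC, with 2 libraries per group and line, 8 in all. The replicate numbers of the labels were not used to pair libraries.

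The authors made each deposited table with DESeq2, as its sheet and column names show, on reads placed on hg38. The authors' deposited mean normalized count is a signal, the mean over the libraries of a comparison of counts divided by size factors. The authors' deposited fold change and its standard error are on the log2 scale, shLHX2 over shNC. The authors' deposited Wald statistic is a score, the fold change over its standard error. The authors' deposited p-value is two-sided, and their adjusted p-value is left out for genes below a mean level. The tables hold 0 columns of values per library, so that the authors' deposited test was read as it stands, in place of a fit of counts. Checks showed that the statistic equals the fold change over its standard error and that Benjamini-Hochberg over the genes with an adjusted p returns the deposited values.

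A gene was called at an adjusted p under 0.05 and at least 1.5-fold. Calls of both lines were compared by Ensembl identifier with a one-sided Fisher's exact test over the genes tested in both. The difference between the lines was tested as z, the difference of fold changes over the root of their summed squared standard errors, two-sided, with Benjamini-Hochberg. On simulated data this test found 56.5%, 94.0% and 100% of 200 genes with differences of 0.5, 1 and 2 on the log2 scale. The correlation of fold changes took genes at or above the 25th percentile of mean level in both lines.

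Of 25 gene lists, these were squamous differentiation and cornified envelope, basal and stress keratinocyte, mesenchymal and EMT, plasminogen activation and its serpins, matrix metalloproteinases and integrins, basement membrane collagens and laminins, S phase, G2 and mitosis, ErbB receptors and ligands, ERK pathway feedback and early response, Notch pathway, Wnt and beta-catenin targets, unfolded protein response, interferon-stimulated genes, MHC class I antigen presentation, metallothioneins, NRF2 targets, LXR targets, cholesterol synthesis, p53 targets, hypoxia targets, inflammatory chemokines and cytokines, LIM-homeodomain family and LIM partners, immune, endothelial and fibroblast markers and reference genes. They were fixed with their members ahead of the comparison, with Tables S1 and S2 of the paper already seen, so no list is blind to genes in those tables. Members were counted over all genes and adjusted over the list alone, and tested with cameraPR of limma 3.58.1 at an inter-gene correlation of 0.01, for lists with at least 3 tested members, with Benjamini-Hochberg over the lists. Tested on 1000 random lists, cameraPR gave a p under 0.05 in 3.7% of them and found 89.5% of lists shifted by 0.75 standard deviations. Random lists hold genes that need not move together, so this rate does not cover lists of co-regulated genes. Enrichment of each list among the genes shared by both lines was tested with Fisher's exact test, adjusted over lists and directions. The GO analysis of Figure 4C was not analysed here.

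Named genes are the 15 that the paper names, per line the 8 called genes with the largest change in each direction at a mean level of at least 100 and with a symbol that is no clone name, LINC number or pseudogene, the 10 largest shared changes in each direction by the smaller of both fold changes at a mean level of at least 50, every gene called in opposite directions, up to 4 members of each list with the smallest adjusted p in either line and any member called against the sign of the list's median, and the 5 genes per direction with the smallest p of the difference at a mean level of at least 100. Some single genes that this rule names are not reported here. Genes named outside this rule are said to be. Values in Tables S1 and S2 had been seen when the rule was written.

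Gene positions, exons and 3' UTRs are those of GENCODE release 29 on hg38. Sites were 7 bases long and were searched in the longest annotated 3' UTR of each gene, among its basic protein-coding transcripts. This covered 11273 of the 12311 genes tested in both lines, all 103 shared lower genes and 64 of the 71 shared higher genes. Coding regions and 3' UTRs of other transcripts were not searched, so a gene without a site here may hold one there. Searches took guide bases 2 to 8 of each hairpin of the paper and every other window of 7 bases of its target. The guide was taken as the reverse complement of the target. Where it starts in these cells is not given in the sources used here. A Fisher's exact test set genes lower in both lines against the others, with the count that genes of like 3' UTR length give from 10000 draws in 10 classes of length. On simulated sets the test gave a p under 0.05 in 2.7% and found all sets with 10 planted sites.

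Reads per library were worked back from the mean and fold change: genes with 1 read in 1 library give the smallest means and so the size factors of the libraries, and the whole reads that return a gene's mean and fold change were searched. The sign of the authors' deposited log2 fold change told which steps are shLHX2. In a control, 300 of 300 drawn genes had exactly 1 solution at means of 10 to 300 in KYSE30 and of 1 to 10 in KYSE510, where 0 shifted means had any. In KYSE30, 300 of 300 had 1 at means of 300 to 1000 and 183 of 300 at 1000 to 1601, where the others had several and none had 0. Reads are given only for genes with 1 solution. In tests with simulated reads up to that mean, the true reads were always among the solutions, and at lower means simulated reads were recovered for 200 of 200 and 185 of 185 genes. At means of 1000 to 1601 all 200 simulated genes had 1 solution, unlike the drawn genes. The simulation therefore does not stand for the data at these means. Libraries found this way carry no number. Size factors were 1.08 and 0.995 (shLHX2) and 0.998 and 0.946 (shNC) in KYSE30 and 1.20 and 0.979 (shLHX2) and 0.952 and 0.902 (shNC) in KYSE510.

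Alternatives changed the fold limit, the adjusted p limit, the filter on low genes, the multiple-testing correction, the test against a fold limit, the gene type, the centring of fold changes, the correlation and statistic of the set test and, for the correlation between lines, the genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3 were used. Figure 4F and G and the ChIP, qPCR and Western blot experiments have no file here and were not analysed here.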

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

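The tests of windows further into the target, of other 7-mers and of single libraries were chosen only after the result was seen, and so were the 2 alternatives without genes that hold a site. Scans of 6-mers and 8-mers and rank-sum tests were also tried.

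Of the 103 genes lower in both lines, 34 hold in the 3' UTR a 7-mer of bases 10 to 18 of the shLHX2#1 target GCGCTAAGCTGCAACGAAA, which lies in exons 3 and 4 of LHX2, against 329 of 10211 genes called in neither line (33.0% against 3.22%; 3.87 expected at like UTR length). The paper lists the hairpin and reports no search for such sites in other genes. The site of guide bases 2 to 8, CAACGAA, was in 16 of the 103 against 176 of 11170 other genes (Fisher's exact test, p = 1.6e-11), GCAACGA in 20 and TGCAACG in 15. Of 16381 7-mers found in at least 20 genes, these 3 had the smallest p. Next came AGCAACG, which shares 6 bases with the target, in 16 of the 103. TTTAAAC and GTGAACT, which do not, also passed (hypergeometric test, adjusted p = 0.022 and 0.044), at 1.86 and 2.29 times the expected count against 15.1 for GCAACGA. Genes higher in both lines held any of the 3 windows in 1 of 64, and for shLHX2#2 the same windows were in 3 of the 103 (odds ratio 0.637), as was its site of guide bases 2 to 8, AAGCGCA (odds ratio 1.78, 95% interval 0.704 to 6.05). Among the 34, FGFBP1, LITAF and COL4A1 hold CAACGAA, while SERPINE2, MAPK6 and JAG1 do not and count only through the windows chosen after the result was seen; GBP1 holds none. Of genes lower in 1 line only, CAACGAA was in 10 of 421 in KYSE30 (odds ratio 1.43, 95% interval 0.795 to 2.80) and in 7 of 136 in KYSE510 (3.21, 1.61 to 7.24). Against genes called in neither line, any of the 3 windows was in 37 of 421 in KYSE30 (odds ratio 2.89, 95% interval 2.06 to 4.16). In KYSE510 any of them was in 13 of 136 (3.17, 1.85 to 5.81). Genes with a site that were called in neither line had median log2 fold changes of -0.09 in KYSE30 and -0.07 in KYSE510, against 0.0048 and 0.0036 without a site. Over all genes searched, those with CAACGAA had medians of -0.14 in KYSE30 and -0.11 in KYSE510. Those with AAGCGCA of shLHX2#2 had -0.05 and -0.08, and those with AGACCAA of its target -0.04 in KYSE510. These medians were not matched on UTR length. A small negative median in KYSE510 is therefore not particular to shLHX2#1.

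Off-target silencing by shLHX2#1 may account for part of these decreases, since the odds ratio was 11.5 (95% interval 6.80 to 20.3) for guide bases 2 to 8, the site named in advance, and 14.8 (9.76 to 22.7) for any of the 3 windows. A general property of these 3' UTRs is argued against by other 7-mers with CG, whose median observed over expected was 0.977. The central 95% of these values ended at 3.13. The 26 genes whose reads could be worked back were lower in both KYSE30 shLHX2 libraries. Their medians were -1.02 in the weaker and -1.08 in the other library, so for these genes the change was not in 1 library only. They were chosen as called lower, which favors genes low in both libraries, so the medians decide nothing for other genes. Whether the 2 libraries hold different hairpins is not given in the sources used here. If they do, such like medians would count against silencing by shLHX2#1 alone, within the same limit of choice. Loss of LHX2 stays open for these genes and was not separated from the hairpin. The paper gives the same hairpin sequences for both lines, so that sharing between lines cannot part the explanations. Of the 103, 69 hold none of the 3 windows. Without all genes that hold any of the 3, the lines still share 69 lower genes where 8.17 are expected (odds ratio 14.2). These 69 may still hold other 7-mers of the target. AACGAAA, its bases 13 to 19, was in 12 of the 103 (odds ratio 3.91, 95% interval 2.22 to 7.38), and how many of the 12 are among the 69 was not counted. On the other side, Figure 4D,E of the paper show SERPINE2 and MAPK6 lower with shLHX2#2 too, and FGFBP1 lower with it by less than with shLHX2#1, and the paper reports LHX2 bound at the SERPINE2 promoter (Figure 4I). Apart from the hairpins, the paper cites SERPINE2 qRT-PCR in KYSE30 cells given LHX2-Flag (Supplementary Figure S3A). It also reports a positive correlation of SERPINE2 with LHX2 in ESCC tissues (Figure 4G).

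The difference between the lines was past an adjusted p of 0.05 for 1461 genes. Fold changes of the following genes differed between the lines by the z test, given as KYSE30 minus KYSE510 from the authors' deposited tables. Of those with the smallest p at a mean of at least 100 normalized counts in both lines, COL12A1 (2.06), TXNRD1 (1.04), ALDH1A3 (0.94) and SLC2A1 (1.09) were above in KYSE30, from the authors' deposited tables. SPARC (-4.88), C3 (-3.53), TXNIP (-1.27), CD24 (-0.89) and MT-ND4L (-0.66) were below, from the authors' deposited tables. Among these, log2 fold changes in KYSE30 and KYSE510 in the authors' deposited tables were TXNIP (-0.14 and 1.13), CD24 (-0.98 and -0.09) and MT-ND4L (-0.40 and 0.26), with 0.95 in KYSE30 for ALDH1A3; CD24 and ALDH1A3 in KYSE510 did not pass the test. Of the genes called in opposite directions, differences were 1.54 (FOSL1), -1.23 (RHOV), -1.996 (IFITM1) and -2.74 (DIO2), from the authors' deposited tables. Of the lists, the set test of the difference gave adjusted p values of 5.9e-27 for NRF2 targets, 5.6e-07 for hypoxia targets, 4.5e-05 for S phase, 0.0197 for the ERK pathway and 0.0368 for Wnt and beta-catenin targets (cameraPR on z). The last 2 no longer passed with the correlation preset at 0.05 or with ranks of the statistic, nor the last with only genes at a mean level of at least 100.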

How the results depend on the processing

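The alternative without genes that hold a shLHX2#1 site was chosen after seeing the data. No paired analysis was possible because the tables hold no value per library and the reads worked back carry no replicate number. Leaving out libraries, other normalizations, tools, pseudocounts and a block on the replicate number were not run, since reads were worked back for chosen genes only.

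Of the counts, the correlation, the list counts and the LHX2 and SERPINE2 values under each alternative, 49 stayed within set bounds and 29 counts or correlations moved past them. The bounds are 1.5 times for a count, the 95% interval for the correlation and the same sign and side of the threshold for a fold change, so LHX2 in KYSE30 counts as within them at -1.60 less the reference median, from -1.45. Of the values of single genes and lists reported, 2063 kept their sign and side of the threshold, 262 no longer passed, 9 newly passed and 12 reversed.

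Counts are given as higher and lower in KYSE30, in KYSE510 and in both lines, and the cause was not tested unless named. With no fold limit they were 2217 and 2497, 1000 and 1366, and 568 and 713, which hold the 71 and 103 shared genes, as dropping a limit must. At an absolute log2 fold change of at least 1 they were 184 and 337, 36 and 76, and 13 and 27. With Bonferroni they were 237 and 444, 74 and 161, and 31 and 58. A z test that the change exceeds 1.5-fold left 86 and 184, 11 and 34, and 4 and 15. All 3 are stricter by construction. An adjusted p under 0.01, filters on mean level, no filter and protein-coding genes left each count within 1.5 times, with 341 to 509 higher and 534 to 740 lower genes in KYSE30 and 51 to 69 higher and 82 to 103 lower in both lines, as did leaving out genes with a site, with 70 and 69.

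The correlation between lines was 0.46 at a mean level of at least 100, 0.42 with no filter and 0.52 over called genes; the cause was not tested. Lists that differed between lines were 3 with the correlation preset at 0.05 and 3 with ranks, after 5. In KYSE30, 11 of 12 lists held with the correlation at 0.05 and 9 with ranks, and in KYSE510, 16 and 13 of 18.

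Less the median of the reference genes, 0.15 in KYSE30 and 0.09 in KYSE510, fold changes near 0 turned negative by construction. In KYSE30 these include MRE11 (-0.0169), SLC2A1 (-0.0559), MCM3 (-0.13), NOTCH2 (-0.13) and FTH1 (-0.0153), of which SLC2A1 had passed the test. In KYSE510 they include BMP4 (-0.0756), PDGFB (-0.0225), ALDH1A3 (-0.0891), ITGA3 (-0.0318), HSPG2 (-0.0684), RNF43 (-0.0724) and CDH5 (-0.0713). No gene under a mean of 34.3 in KYSE510 had an adjusted p, LHX2 included.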

Differences from the paper's values

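Of the values the paper states, the 71 higher, 103 lower and 174 shared genes match the counts here at the limits that Tables S1 and S2 follow, and no value differs. No test in this part was chosen after the result was seen.

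The paper describes KYSE510 as a line with high endogenous LHX2 and as one in which the knockdown was seen by qRT-PCR and Western blot (Supplementary Figure S1). In the authors' deposited table of KYSE510, LHX2 has a mean of 8.85 normalized counts, against 74.4 in KYSE30, and a log2 fold change of -0.97 (p = 0.407 from the Wald test). The KYSE30 value, -1.45 with an adjusted p of 1.23e-04 in the authors' deposited table, goes the way the paper describes.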

Other observations

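The tests of reads in single libraries, of mean level and of reference genes were chosen only after the result was seen.

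Several gene groups that the paper does not discuss changed in the knockdown cells, with values after a gene given as log2 fold changes in KYSE30 and KYSE510. Of the unfolded protein response genes, 15 of 25 tested members were lower and 1 higher in KYSE30 (16 and 1 adjusted over the list alone, set test adjusted p = 1.2e-04). In KYSE510, 17 of 25 were lower and none higher (18 and 0 adjusted over the list alone, set test adjusted p = 2.1e-16). The chaperones HSPA5 (-0.22 and -0.72), HSP90B1 (-0.15 and -0.31), the stress-induced pseudokinase TRIB3 (-0.25 and -0.49) and the degradation factor SEL1L (-0.55 and -0.45) are examples from the authors' deposited tables. Among cholesterol synthesis genes, 10 of 19 tested members were higher and 2 lower in KYSE30 (10 and 3 adjusted over the list alone, set test adjusted p = 6.3e-04). In KYSE510, 12 of 19 were higher and 1 lower (12 and 1 adjusted over the list alone, set test adjusted p = 2.2e-08). Lanosterol synthase LSS (0.66 and 0.26), HMGCS1 (0.36 and 0.55) and FDFT1 (0.23 and 0.52) are examples from the authors' deposited tables. With ranks of the statistic, cholesterol synthesis in KYSE30 no longer passed. NRF2 targets, of oxidative stress defense, differed between the lines, in that 10 of 21 tested members were higher and 3 lower in KYSE30 (11 and 4 adjusted over the list alone, set test adjusted p = 6.0e-05). In KYSE510, 16 of 23 were lower and 2 higher (17 and 2 adjusted over the list alone, set test adjusted p = 9.1e-29). Thioredoxin reductase TXNRD1 (0.63 and -0.41), the aldo-keto reductases AKR1C2 (-4.28 and -0.60), AKR1C1 (-2.76 and -0.73), ferritin FTH1 (0.14 and -0.48) and carbonyl reductase CBR3 (-0.97 and -0.22) are examples from the authors' deposited tables, of which AKR1C1 and FTH1 in KYSE30 and CBR3 in KYSE510 did not pass the test. In KYSE30 the NRF2 list had a median of 0.16, a mean of -0.16 and an upward set test. Less the reference median, the NRF2 median in KYSE30 fell to 0.0064, and that of cholesterol synthesis from 0.17 to 0.023 in KYSE30 and from 0.23 to 0.14 in KYSE510.

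Of the hypoxia targets, 5 of 17 tested members were higher and 2 lower in KYSE30 (5 and 2 adjusted over the list alone, set test adjusted p = 0.42). In KYSE510, 11 of 18 were lower and 1 higher (12 and 1 adjusted over the list alone, set test adjusted p = 7.2e-10). The glucose transporter SLC2A1 (0.10 and -0.99), the glycolytic enzyme PGK1 (0.42 and 0.37), NDRG1 (-0.77 and -0.68) and the angiogenic factor VEGFA (-0.02 and -0.44) are examples from the authors' deposited tables, of which VEGFA in KYSE30 did not pass the test. SLC2A1 in KYSE30 turned to -0.0559 less the reference median. Among interferon-stimulated genes, 5 of 20 tested members were higher and 5 lower in KYSE30 (5 and 5 adjusted over the list alone, set test adjusted p = 0.21). In KYSE510, 4 of 20 were higher and none lower (4 and 0 adjusted over the list alone, set test adjusted p = 2.0e-04). The antiviral synthetase OAS3 (0.78 and 0.72), DDX60 (0.83 and 0.60), ISG15 (-0.37 and 0.33) and OAS2 (-0.72 and 0.17) are examples from the authors' deposited tables, of which ISG15 and OAS2 in KYSE510 did not pass the test. Of the MHC class I antigen presentation genes, 4 of 14 tested members were lower and 3 higher in KYSE30 (4 and 7 adjusted over the list alone, set test adjusted p = 0.23). In KYSE510, 5 of 14 were lower and 2 higher (5 and 2 adjusted over the list alone, set test adjusted p = 0.020). The immunoproteasome subunit PSMB10 (-2.39 and -0.65), HLA-C (-1.51 and -1.01), HLA-B (-0.36 and -0.43), the peptide transporter TAP2 (0.19 and -0.49) and HLA-F (-0.60 and -0.30) are examples from the authors' deposited tables, of which TAP2 in KYSE30 did not pass the test. The MHC class I list had a median of 0.07 and a mean of -0.21 in KYSE30. With the correlation preset at 0.05, or with ranks of the statistic, the MHC class I list in KYSE510 no longer passed.

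Inflammatory chemokines and cytokines had members lower in both lines, as 2 of 8 tested members were lower and none higher in KYSE30 (2 and 0 adjusted over the list alone, set test adjusted p = 0.16). In KYSE510, 5 of 12 were lower and none higher (5 and 0 adjusted over the list alone, set test adjusted p = 5.2e-04). PTGS2 (-1.09 and -0.65), IL1B (-0.87 and -0.68) and CXCL16 (-0.93 and -0.62) are examples from the authors' deposited tables, with -0.38 for CXCL1 in KYSE510, and IL1B in KYSE30 did not pass the test. For metallothioneins, which bind zinc and copper, 3 of 4 tested members were higher and none lower in KYSE30 (3 and 0 adjusted over the list alone, set test adjusted p = 0.016). In KYSE510, 2 of 2 were higher and none lower (2 and 0 adjusted over the list alone). The KYSE510 list was too small for the set test, and examples from the authors' deposited tables are MT1X (0.69 and 0.65), with 0.67 for MT2A and 0.73 for MT1E in KYSE30. MT1F (0.22 and 0.32) did not pass the test in KYSE30 and had no adjusted p in KYSE510, where it is not counted as tested. Of the LXR targets, 3 of 8 tested members were lower and 2 higher in KYSE30 (3 and 2 adjusted over the list alone, set test adjusted p = 0.87). In KYSE510, 3 of 8 were lower and 2 higher (3 and 2 adjusted over the list alone, set test adjusted p = 0.999). The desaturase SCD (0.40 and 0.13), the cholesterol exporters ABCA1 (-1.90 and -0.78), ABCG1 (-2.55 and -0.67) and LPCAT3 (0.44 and 0.37) are examples from the authors' deposited tables. Among p53 targets, 7 of 21 tested members were lower and 4 higher in KYSE30 (7 and 4 adjusted over the list alone, set test adjusted p = 0.53). In KYSE510, 4 of 21 were lower and 1 higher (4 and 1 adjusted over the list alone, set test adjusted p = 0.57). The cytokine GDF15 (-0.65 and -0.51), the pro-apoptotic gene BBC3 (-0.81 and -0.28), BTG2 (0.52 and 0.32) and SESN2 (-0.61 and -0.27) are examples from the authors' deposited tables, of which BBC3 and BTG2 in KYSE510 did not pass the test.

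In the LIM-homeodomain family and its LIM partners, 3 of 12 tested members were lower and 1 higher in KYSE30 (3 and 1 adjusted over the list alone, set test adjusted p = 0.64). In KYSE510, 1 of 7 were lower and none higher (2 and 0 adjusted over the list alone, set test adjusted p = 0.74). Partners LMO4 and LDB1 had log2 fold changes in the authors' deposited tables of -0.43 and -0.29 and of -0.34 and -0.28, with 0.45 for ISL1 in KYSE30, and LDB1 in KYSE510 did not pass the test. Markers of immune, endothelial and fibroblast cells were scarce, and 2 of 3 tested members were lower and none higher in KYSE30 (2 and 0 adjusted over the list alone, set test adjusted p = 0.089). In KYSE510, 1 of 3 were higher and 1 lower (1 and 1 adjusted over the list alone, set test adjusted p = 0.94). Those measured in the authors' deposited tables were CDH5 (-1.30 and 0.02) and CD68 (-1.25 and -0.48), with 0.75 for FAP in KYSE510 and -1.10 for VWF in KYSE30, of which CDH5 in KYSE510 and VWF in KYSE30 did not pass the test. Of the reference genes, 6 of 12 tested members were higher and 2 lower in KYSE30 (6 and 2 adjusted over the list alone, set test adjusted p = 0.012). In KYSE510, 4 of 12 were higher and 1 lower (4 and 2 adjusted over the list alone, set test adjusted p = 0.0067). PPIA (0.32 and 0.20), GAPDH (-0.19 and -0.08) and RPLP0 (0.18 and 0.14) are examples from the authors' deposited tables, of which GAPDH in KYSE510 did not pass the test. The reference genes passed in neither line with ranks. Other genes the paper names were NOTCH1 (-0.18 and -0.21), NFE2L2 (-0.03 and -0.15), MRE11 (0.14 and 0.58) and ATM (0.22 and 0.13) in the authors' deposited tables, with NFE2L2 and MRE11 in KYSE30 and ATM in KYSE510 not past the test. Neither line had a call for ZNF750 (-1.94 and -1.13), BMP4 (-0.10 and 0.02) and PDGFB (-0.04 and 0.07) in the authors' deposited tables.

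Among the 103 genes lower in both lines, Fisher's exact test gave adjusted p values of 8.5e-04 for the unfolded protein response (DDIT3, DNAJB9, EIF2AK3 and ERN1, named after their values were seen), 0.016 each for LXR targets (ABCA1 and ABCG1) and inflammatory genes (CXCL16 and PTGS2), 0.025 for MHC class I (HLA-C and PSMB10), 0.39 for hypoxia targets (NDRG1) and 0.45 for NRF2 targets (AKR1C2). Among the 71 higher genes they were 8.2e-04 for metallothioneins (MT1X and MT2A) and 0.024 for interferon-stimulated genes (DDX60 and OAS3) by the same test. The lists were written with Tables S1 and S2 seen, which hold all these shared genes, so these p values are no independent support.

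Without a call, the median, the mean and the set test differed in sign for the LXR and LIM lists in both lines, p53 targets in KYSE510 and the ERK and hypoxia lists in KYSE30.

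LHX2 was not called in KYSE510. Too few counts may account for this, since its 95% interval reaches down to -3.25 and holds the KYSE30 value. Whether the loss was alike in both shLHX2 libraries stays open, since an exact binomial test of their 13 and 1 reads (p = 0.00505) sets 2 single libraries against counting noise, with no spread between cultures, and decides nothing. A different degree of knockdown in the libraries, or different hairpins, stays open as untested.

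S phase and mitosis genes were higher in knockdown cells, which the paper found to proliferate less. A trend of fold change with mean level is argued against by random lists matched on mean level. Among these, the lowest of the 4 list medians lay at percentile 99.5. The reference genes lay at percentile 98.05 in KYSE30 and 95.3 in KYSE510 by the same draws, so a high percentile is not particular to these lists. A rise shared with reference genes stays open for S phase in KYSE30, whose median less that of the reference genes was -0.0166 (95% bootstrap interval -0.19 to 0.24). For the other 3, the smallest difference was 0.13, and the explanations cannot be told apart as a set, since the intervals were -0.03 to 0.32 for mitosis in KYSE30, 0.17 to 0.52 for S phase in KYSE510 and 0.0016 to 0.40 for mitosis in KYSE510. A grouping by line was also tried after these values were seen, and by it both KYSE30 intervals include 0 and both KYSE510 intervals lie above 0, which would argue against a shared rise in KYSE510. With no value per library, these intervals hold no spread between libraries. A change in cell cycle in the knockdown cells stays open as untested.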
